# Inhibition of valve mesenchymal stromal cell calcium deposition by bFGF through alternative polyadenylation regulation of the *CAT* gene

**DOI:** 10.1186/s12872-024-03775-5

**Published:** 2024-02-28

**Authors:** Jiajun Zhang, Jun Wu, Yuan Gao, Xingli Fan, Xiaohong Liu, Guanxin Zhang, Yangfeng Tang, Lin Han

**Keywords:** Calcific aortic valve disease, Alternative polyadenylation, Catalase, bFGF

## Abstract

**Objective:**

Calcific aortic valve disease (CAVD) is the leading cause of angina, heart failure, and death from aortic stenosis. However, the molecular mechanisms of its progression, especially the complex disease-related transcriptional regulatory mechanisms, remain to be further elucidated.

**Methods:**

This study used porcine valvular interstitial cells (PVIC) as a model. We used osteogenic induced medium (OIM) to induce calcium deposition in PVICs to calcify them, followed by basic fibroblast growth factor (bFGF) treatment to inhibit calcium deposition. Transcriptome sequencing was used to study the mRNA expression profile of PVICs and its related transcriptional regulation. We used DaPars to further examine alternative polyadenylation (APA) between different treatment groups.

**Results:**

We successfully induced calcium deposition of PVICs through OIM. Subsequently, mRNA-seq was used to identify differentially expressed mRNAs for three different treatments: control, OIM-induced and OIM-induced bFGF treatment. Global APA events were identified in the OIM and bFGF treatment groups by bioinformatics analysis. Finally, it was discovered and proven that *catalase* (*CAT*) is one of the potential targets of bFGF-induced APA regulation.

**Conclusion:**

We described a global APA change in a calcium deposition model related to CAVD. We revealed that transcriptional regulation of the *CAT* gene may contribute to bFGF-induced calcium deposition inhibition.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12872-024-03775-5.

## Introduction

Calcific aortic valve disease (CAVD) is a prevalent valvular heart disease in the aging population and is characterized by the thickening of the aortic valve leaflets and nonrheumatic calcium deposition [1, 2]. The symptoms of CAVD are minimal within the progression range of aortic sclerosis (mild valve thickening without the obstruction of blood flow) and aortic stenosis (severe calcium deposition with impaired leaflet motion) [2]. However, pressure overload may eventually lead to progressive left ventricular hypertrophy, angina, syncope, and heart failure. Valvular interstitial cells (VICs) constitute the major cell population in the aortic heart valve [3] and are responsible for maintaining valve homeostasis. VICs from porcine hearts have been established as a classic model for studying the pathological stimuli involved in CAVD [1].

Despite the huge efforts devoted to CAVD research, effective medical therapies to halt CAVD progression as an alternative to surgery are lacking. Next-generation sequencing-based RNA-Seq has the potential to identify the regulatory mechanisms of CAVD initiation and progression by investigating the continuously changing cellular transcriptome. Schlotter et al. identified the first molecular regulatory networks in CAVD by combining RNA-seq and proteomics [4]. Identification of the contribution of endothelial-to-mesenchymal transition in CAVD pathogenesis was achieved by combining both bulk RNA-seq and scRNA-seq [5].

Alternative polyadenylation (APA) is a major post-transcriptional regulatory mechanism that generates alternative 3′ termini on mRNAs and other RNA polymerase II transcripts [6]. APA is widespread across all eukaryotic species, and occurs most frequently in the 3′ untranslated region (3′ UTR) of mRNAs [7]. Basic fibroblast growth factor (bFGF) is a heparin-binding growth factor family protein that functions in coordination with another growth factor, epidermal growth factor (EGF), to regulate cell proliferation, osteogenesis, and other basic cellular processes [8, 9]. Recent studies have shown that increased APA events are at least partially responsible for the pro-survival effect of EGF [10]. bFGF is an effective inhibitor of calcium deposition [11]. Therefore, we aimed to investigate whether bFGF and calcium deposition treatment can lead to changes in APA in porcine valvular interstitial cells (PVICs), thus affecting the total transcriptomic profiles. We performed mRNA-seq on bFGF and osteogenic induced medium (OIM) -treated PVICs to reveal the transcriptome changes in PVICs after treatment compared to those of untreated cells. Our results demonstrate, for the first time, the APA changes in bFGF- and OIM-treated PVICs. We propose that careful manipulation of APA in catalase (*CAT*) may be useful in rescuing calcium deposition in PVICs, thus treating CAVD.

## Materials and methods

### Cell culture and treatments

Porcine aortic valves were purchased from a local slaughterhouse and transported in ice-chilled glucose. Dulbecco’s modified Eagle’s medium (DMEM) with 10% fetal bovine serum (FBS, Gibco Laboratories, Gaithersburg, MD, USA) and amphotericin B (1.25 μg/mL) for cell culture. Porcine aortic valve specimens were cut into small pieces after washing six times in PBS with 1% penicillin/streptomycin and digested in type I collagenase (2 mg/mL) (Sigma-Aldrich, Saint Louis, MO, USA) at 37 °C for 8–10 h in an atmosphere containing 5% CO2. Subsequently, a 70 μm nylon mesh strainer was used to remove undigested tissue, and the separated cells were seeded in DMEM supplemented with 10% FBS and 1% penicillin/streptomycin at 37 °C under 5% CO2 for primary cultures.

The culture medium was changed every 3 days. Third- or fourth-generation cells were used for all experiments [12]. For the osteogenic differentiation model of PVICs, the cells were cultured in OIM (Cyagen Biosciences, HUXMA-90021, complete medium supplemented with 50 μg/mL ascorbic acid, 2 mmol/L sodium dihydrogen phosphate dihydrate, and 10–7 mol/L insulin, changed every 2–3 days.) to stimulate osteogenic differentiation according to previously described protocols [13] after the cells reached 78–80% confluence. Untreated interstitial cells cultured in DMEM were used as the negative control. All samples were assayed in triplicates. bFGF (50 ng/mL, Peprotech, Cranbury, NJ, USA) was added to the OIM medium for subsequent treatment. The VICs were seeded in 6- well plate, and the total RNA was extracted 48 hours after each treatment. Trizol was added to each well to lyse the VICs after being washed 3 times with PBS.

### Calcium deposition analysis

Cells were cultured in 6-well plates, and specific OIM and bFGF treatments were performed until reaching 85% confluence. After treatment for 7 days, Alizarin red staining was performed to evaluate the degree of cell calcium deposition. Briefly, cells were washed twice in PBS, then fixed in 4% formaldehyde for 15 min, and stained with 0.1% Alizarin Red solution for 30 min at room temperature. The red color indicated calcified nodule formation, which was detected under a microscope at × 400 magnification.

### RNA extraction and quality control

Total RNA was extracted using TRIzol RNA reagent (Life Technologies, Cat. # 15596–018, Carlsbad, CA, USA) according to the manufacturer’s instructions. RNA integrity and concentration were determined using a NanoDrop ND-1000 Spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA). Total RNA was further purified using a RNeasy mini kit (QIAGEN, Cat. # 74106, GmBH, Hilden, Germany), and RNase-free DNase set (QIAGEN, Cat. # 79254, GmBH).

### RNA-seq analysis

The RNA-seq library was prepared using NEBNext Ultra RNA with Poly-A selection and sequenced on an Illumina Hi-Seq 4000. After running fastQC (0.11.8) for quality control, Cutadapt (2.1.0) was used to trim adapters and low-quality sequences (Phred score less than 20) from raw fastq files. The cleaned fastq files were then mapped to the susScr11 reference genome using STAR (2.7.0) with the default settings. Differential expression analysis was performed using DEseq2 (version 1.29.0). Significant differentially expressed genes (DEGs) were defined by a *p*-value ≤0.05 [false discovery rate (FDR) correction] and a log_2_ fold change ≥0.5. Pathway enrichment analysis was performed using the EnrichR software. The bioconductor volcano plot was generated using R (version 3.5.0). Gene ontology (GO) analysis was performed using the clusterprofiler package from Bioconductor.

### APA detection and pathway enrichment

The RNA-seq wig file generated using STAR was used as the input for DaPars (0.9.1) [14] to identify APA events. Significant events were defined by a *p*-value < 0.05 and an absolute delta distal polyA site usage index (PDUI) > 0.1. GO analysis was performed to determine the roles of these differentially expressed 3’UTRs. GO analysis revealed three major areas: biological process (BP), cellular component (CC), and molecular function (MF). Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis was used to identify the enriched biochemical pathways involving the DEGs. Pathways with *p*-value less than 0.05 were considered as significantly enriched pathways.

### Qualitative real-time PCR (qPCR)

Porcine valvular interstitial cells were harvested, and total RNA was extracted from cells using TRIzol reagent (Bioteke Beijing, China) and then reverse-transcribed using a first-strand cDNA synthesis kit (TSK302S, RT6 cDNA Synthesis Kit Ver 2). Reverse-transcribed products were used as templates for qPCR using 2 × T5 Fast qPCR Mix (SYBR Green I). The primers used for different target genes (CAT’s different UTR regions) were as follows: Short-APA-F: 5′-TCCAGTGACGAATGGGTATG-3′; Short-APA-R: 5′-TCTGCCTCTGAAGCAAAACA-3′; Long-APA-F: 5′-CTCATCAGTTCCAAGCAGGA-3′; Long-APA-R: 5′-AATGCTTTGGGGTCTTTTGA-3′. 

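The 4 primers were matched to the reference assembly Sscrofa11.1, and each had exactly 1 site in the genome. All 4 sites lie in exon 13 of CAT, in the 3′ UTR, which the annotation places on chromosome 2 from 26493665 to 26494322 (658 bases). CAT is transcribed from the minus strand, so the transcript runs from the higher to the lower coordinate. The Short-APA pair spans 26494236 to 26494288 (53 bases), near the stop codon, and the Long-APA pair spans 26493775 to 26493849 (75 bases), nearer the annotated end of the transcript. In both pairs the primer named F lies antisense to CAT and the primer named R lies sense. Within the annotated 3′ UTR, a single AATAAA hexamer, the sequence most poly-A signals share, was found from 26493685 to 26493690, starting at base 633 of the UTR, which is downstream of both amplicons.

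**Figure D1:**
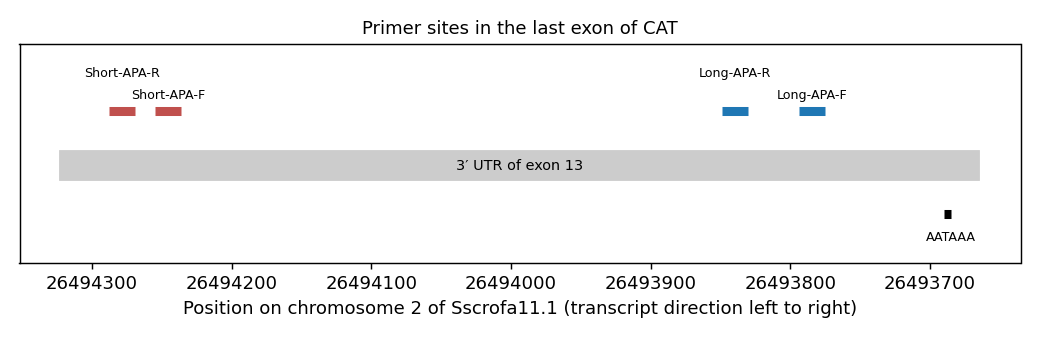
Map of the 3′ UTR in exon 13 of CAT on chromosome 2 of Sscrofa11.1, drawn to scale with the position in bases on the horizontal axis and the transcript running from left to right. Bars mark the Short-APA and Long-APA primer sites and the AATAAA hexamer at 26493685, which lies to the right of both primer pairs.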

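The primers for BGLAP, the osteocalcin gene, were compared with the gene in Sscrofa11.1 (chromosome 4, 93807703 to 93808806). Positions are counted from 1 at the 5′ end of each primer, with the base of the primer first and the base of the reference last. BGLAP-F aligned best to exon 3, in the coding sequence, from 93808149 to 93808170 with 3 mismatches (T10G, A15T and T16G). BGLAP-R aligned best to exon 4 from 93807880 to 93807901 with 2 mismatches (A7G and G19A).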

BGLAP-F: 5′-CGCTACCTGTATCAATGGCTGG-3′; BGLAP-R: 5′-CTCCTGAAAGCCGATGTGGTCA-3′. 

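The primers for RUNX2 and IBSP were placed on Sscrofa11.1 in the same way. RUNX2-F matched exon 6 on chromosome 7 from 40293541 to 40293562 with 0 mismatches, and RUNX2-R aligned best to exon 7 from 40315463 to 40315484 with 2 (G3A and A6C). IBSP-F aligned best to exon 5 of IBSP on chromosome 8 from 131215208 to 131215229 with 4 mismatches (G1A, T9C, A15C and C18T), and IBSP-R to exon 6 from 131210729 to 131210751 with 3 (T6A, G10A and A18G). All 4 best sites lie in coding sequence.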

RUNX2-F: 5′- CCCAGTATGAGAGTAGGTGTCC-3′; RUNX2-R: 5′-GGGTAAGACTGGTCATAGGACC-3′; IBSP-F: 5′-GGCAGTAGTGACTCATCCGAAG-3′; IBSP-R: 5′ -GAAAGTGTGGTATTCTCAGCCTC-3′. and beta-actin was used as the control. 

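Beta-actin is encoded by ACTB, and the forward actin primer matched exon 4 of ACTB on chromosome 3 from 4088238 to 4088257 with 0 mismatches. The same primer had 4 exact sites in the whole of Sscrofa11.1. The reverse actin primer aligned best within ACTB to exon 5 from 4087910 to 4087929 with 2 mismatches (G18C and G20T), and it had 2 exact sites elsewhere in the assembly.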

Actin-F: 5′-CCCTGGAGAAGAGCTACGAG-3′; Actin-R: 5′-GTGATCTCCTTCTGCATGCG-3′. The qPCR thermal cycle parameters (40x) are: 95 °C 20s, 60 °C for 20s, 72 for 20s.

### Western blotting

Both bFGF and OIM-treated cells were collected for protein extraction. The cells were washed three times before preparation. Total lysates were separated using sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE) and transferred to nitrocellulose (NC) membranes for 1 h. The membranes were then blocked for 45 min with Tris-buffered saline containing Tween 20 (TBST) and 3% (mass/vol) nonfat dry milk. After incubation with primary antibodies (1:1000), the membranes were washed and incubated with HRP-conjugated anti-mouse or anti-rabbit secondary antibodies (1:10000). The membrane was visualized using enhanced chemiluminescence (ECL) western blotting substrate (Bio-Rad, Hercules, CA, USA).

Antibody catalog numbers are: Osteopontin (OPN) (ab69498, 1:1000) from Abcam; Runt-related transcription factor 2 (RUNX2) (20700–1-AP, 1:1000) from Proteintech; CAT (ab76110, 1:1000) from Abcam; Actin (ab6276, 1:5000) from Abcam.

### Statistical analysis

All results are presented as mean ± standard deviation. Student’s t-test was used to analyze the statistical differences between the two groups. All statistical tests were executed using GraphPad Prism 8.0.2 and SPSS 22.0. Differences with *p* < 0.05 were considered statistically significant.

## Results

### OIM induced calcium deposition and upregulated OPN and RUNX2

OIM-induced osteogenic differentiation was performed on PVICs for 7 days. The OIM-treated PVICs were stained red (positive for Alizarin Red), indicating nodule formation, as compared to the control group (Fig. 1A-B). The osteogenesis-specific protein OPN and RUNX2 were tested after culturing the PVICs in each group for 3 days. Western blotting demonstrated that OIM significantly upregulated the protein expression of OPN and RUNX2 compared to that in the control group (Fig. 1C). These results suggest that OIM-induced calcium deposition was successful.

**Fig. 1:**
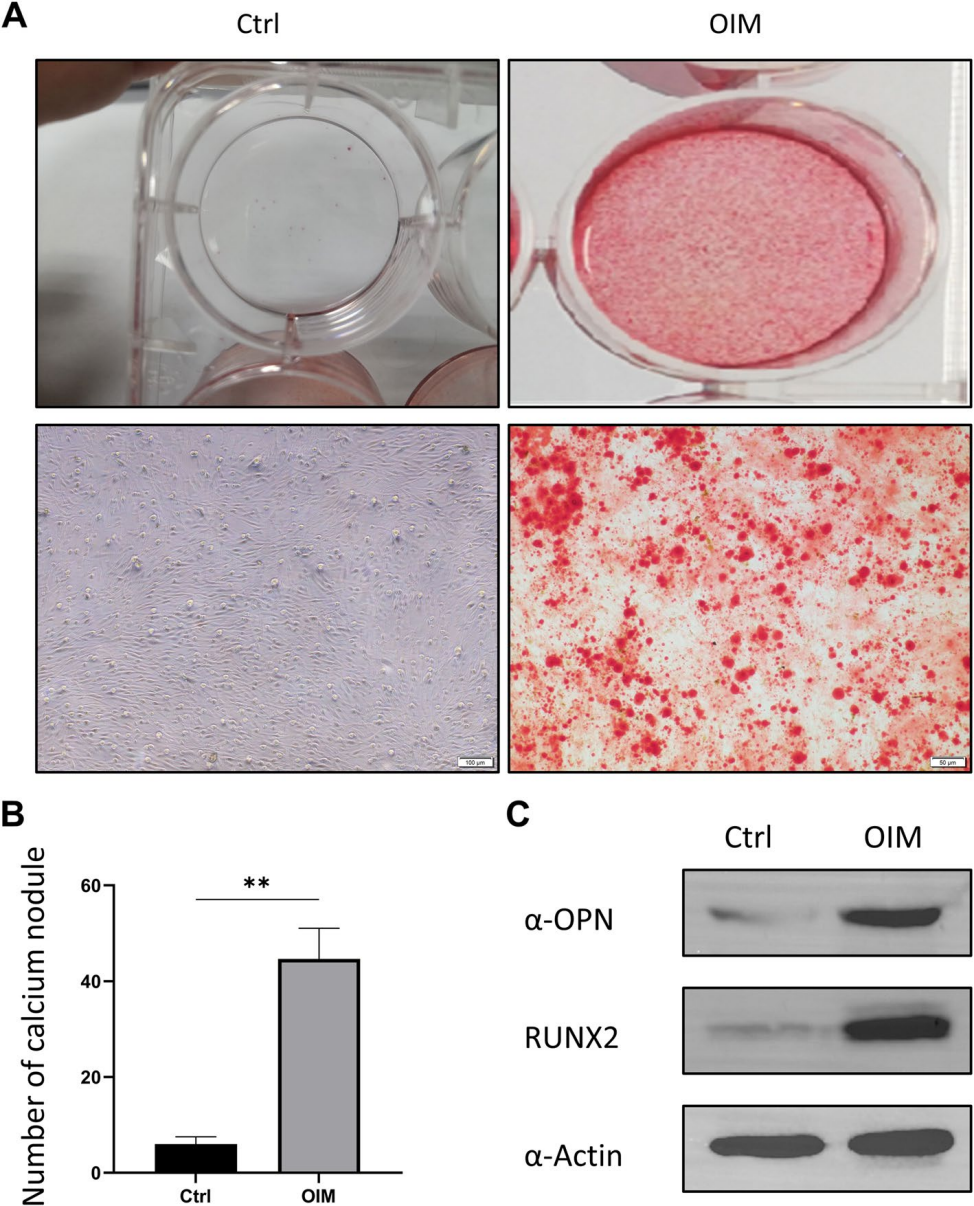
Alizarin Red S staining and western blotting for OPN of PVICs induced by OIM. **A**, Alizarin Red S staining of PVICs induced by osteogenic medium OM for 7 days, control (normal culture medium), OIM (osteogenic medium). B, Quantitative analysis of calcium nodules before and after OIM treatment. **C**, The protein expression of OPN and RUNX2 were increased induced by OIM for 72 hrs. Actin was used as the control. OIM = osteogenic medium

### mRNA-seq identifies differentially expressed mRNAs among three different treatments

As PVICs undergo calcium deposition under OIM treatment, this may be reflected as the formation of CAVD in vivo. We performed mRNA-seq on bFGF- and OIM-treated PVICs to reveal transcriptome changes in treated PVICs compared with untreated cells. The experiments were divided into three groups according to the different treatments that PVIC received: control, OIM-induced and OIM-induced bFGF treatment (see Methods). Each group was sequenced in triplicate. 

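PVICs, the interstitial cells that maintain the aortic valve, were cultured in DMEM (control), in osteogenic medium (OIM) or in OIM with 50 ng/mL bFGF (bFGF), and 3 libraries were sequenced per group. The paper gives 48 hours of treatment before RNA extraction, whereas the sample labels give 3 days. The paper names a poly-A selection kit, and the labels name a kit that removes ribosomal RNA from total RNA and another model of the sequencer. The authors trimmed the reads with Cutadapt, aligned them to susScr11 with STAR, and deposited counts per gene without normalization. The paper's text does not name the program that counted the reads or say whether it used strand, so genes with near-identical copies or overlapping genes can share reads. Counts on genes ranged from 57075793 to 64723837 in the control libraries (median 62546401), from 57682710 to 67371523 in the OIM libraries (median 60430854), and from 46773376 to 48270827 in the bFGF libraries (median 47163221). Every bFGF library therefore had fewer counts than every other library. The 10 most abundant genes took 8.35% to 8.45% of the counts in the bFGF libraries and 12.7% to 13.7% in the others. Of 19535 genes in the table, 13662 had enough counts for testing (edgeR's filterByExpr). These were normalized by TMM, with factors of 1.10 to 1.11 for bFGF and 0.937 to 0.967 for the other libraries, and fitted in 1 model with the 3 groups. A gene was called differentially expressed at an adjusted p of at most 0.05 and an absolute log2 fold change of at least 0.5, the thresholds in the paper's methods. Replicates of a group differed by more than sampling noise in every pair (mean chi-square per gene from 4.68 to 19.2), so no library was counted as a copy of another. The paper's text does not say whether the 3 libraries of a group came from different animals or from wells of 1 cell isolate. The p-values and SDs may therefore measure only the spread between cultures.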

We generated a high-quality RNA-seq dataset in terms of sequencing quality, duplication removal, adapter contamination, and mapping ratios. The Principal Component Analysis (PCA) plot demonstrated that the transcriptomic profiles of PVICs subjected to different treatments were well separated (Fig. 2A). 

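On log2 CPM of the 500 most variable genes, PC1 held 87.1% of the variance and PC2 held 3.64%. The mean distance between libraries on these components was 2.04 within the control group, 7.82 within the OIM group and 2.45 within the bFGF group. It was 16.5 between control and OIM, 69.2 between OIM and bFGF, and 71.4 between control and bFGF. The mean distance between groups was 12.8 times that within groups, the highest ratio among the 280 ways to part the 9 libraries into 3 groups of 3 (one-sided exact permutation test, p = 0.00357, the smallest p this design allows). The OIM spread came largely from OIM replicate 2, without which the ratio was 27.4. The share on PC1 moved most on linear CPM, to 98.6%, and almost as far the other way over all genes tested, to 75.7%.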

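Between OIM and control, 203 genes were higher and 118 were lower in OIM (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At the adjusted p alone, without a limit on the fold change, 1853 genes differed, and this choice moved the counts most, to 1051 higher and 802 lower. All 3 OIM libraries lay above or below all 3 control libraries in 28.8% of the genes tested, where chance gives 10%. Of the 321 genes called, 172 were called in all 9 fits that each left out 1 library. Among the genes with the largest changes, DES had 4.06 ± 1.75 CPM in OIM and 0.398 ± 0.192 CPM in control (SD, n = 3), a log2 fold change of 3.33 (standard error 0.38, adjusted p = 4.96e-06 from edgeR's quasi-likelihood test). ABCD2, TULP1 and EFHD1 followed with log2 fold changes of 3.17, 2.93 and 2.83, from control counts of at most 6 per library. PLD5 had at most 2 counts in the control libraries, and its mean in OIM was at least 4.03-fold higher. OIM replicate 1 also had only 2 counts (0.0369 CPM), so that mean rests on OIM replicates 2 and 3 (0.261 and 0.368 CPM). TXNIP fell from 5.01 ± 2.24 to 0.765 ± 0.183 CPM (SD, n = 3), a log2 fold change of -2.70 (standard error 0.29, adjusted p = 2.12e-06 from the same edgeR test). CLVS2, CMTM5, KCNJ16 and TEKT1 had log2 fold changes of -2.57, -2.45, -2.41 and -2.16. With 1 library left out, CMTM5 was called in 1 of 9 fits, PLD5 in 4, EFHD1 in 5, and ABCD2 and TEKT1 in 6, and the other genes named here in all 9.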

Differential expression analysis between the OIM and control group using DEseq2 revealed that 101 and 108 genes were significantly upregulated and downregulated, respectively (Fig. 2B).

**Fig. 2:**
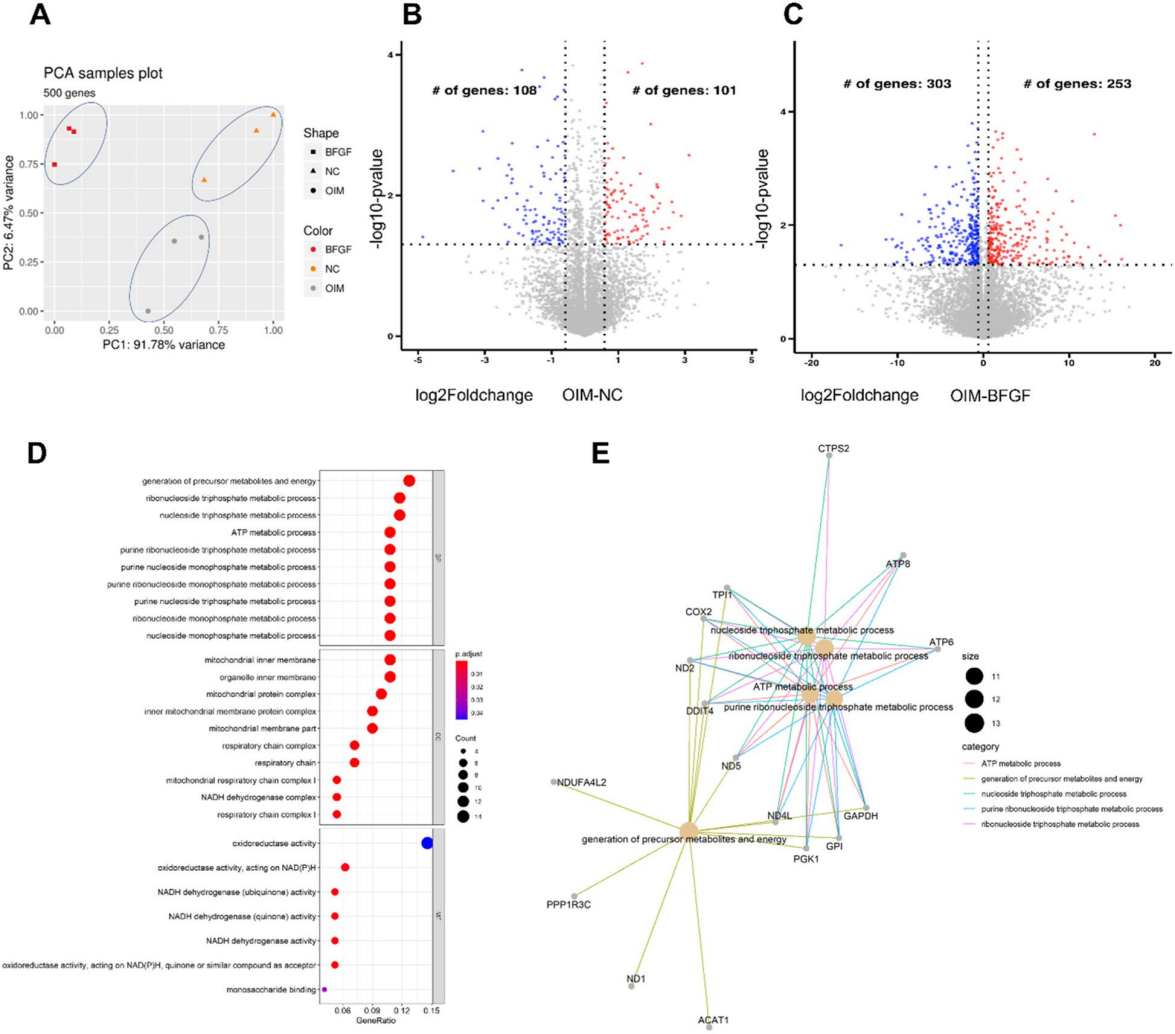
mRNA-seq identifies differentially expressed mRNAs among three different treatments. **A**, PCA plot shows all 9 samples from three treatment were well separated. NC: Negative Control. **B,C**, Volcano plot shows differentially expressed genes of OIM vs control and OIM vs bFGF-treated, respectively. **D**, Dotplot shows the significantly enriched pathways in differentially expressed genes in bFGF treated group. **E**, CNEplot shows the interaction of these enriched GO terms. OIM = osteogenic medium

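SIPA1L1 (chromosome 7, 94789794 to 95168728 of Sscrofa11.1) had 49.1 ± 0.511 CPM in OIM and 40.2 ± 1.18 CPM in control (SD, n = 3), a log2 fold change of 0.29 (standard error 0.045, adjusted p = 0.000193 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). SUN2 (chromosome 5, 9273136 to 9293258) rose by 0.24 on the log2 scale (standard error 0.042, adjusted p = 0.000481 from this edgeR test) and LPP (chromosome 13, 125782373 to 126478927) by 0.26 (standard error 0.046, adjusted p = 0.000574 from this edgeR test). In these 3 genes every OIM library lay above every control library, and the change was under the fold limit of 0.5. ATF4 (chromosome 5, 8742964 to 8745752) was also higher in every OIM library, by 0.059 on average (adjusted p = 0.247 in edgeR's test). TOMM40 (chromosome 6, 51359948 to 51369932) had 39.8 ± 1.88 CPM in OIM and 39.4 ± 2.58 CPM in control (SD, n = 3), and its log2 fold change of 0.011 changed sign when single libraries were left out. MVP (chromosome 3, 18056548 to 18081169) had 201 ± 7.11 and 201 ± 9.37 CPM (SD, n = 3), a difference smaller than the spread between replicates, whose sign changed with the normalization. Taken as a set, the 6 genes had a median log2 fold change of 0.15, with 5 of 6 higher in OIM (camera with a preset correlation of 0.01, adjusted p = 0.00778), and the set also passed under fry (adjusted p = 0.000844) but not with the correlation estimated from the data (adjusted p = 0.191), which are the lowest and highest values among the alternatives. One by one, 0 of the 6 genes passed both thresholds, and 0 passed when adjusted over the list alone, which is not independent evidence because the paper chose the list on these libraries. At an unadjusted p in edgeR, 3 of the 6 differed without a limit on the fold change, and 0 with it. ATF4 was also under an unadjusted 0.05 without that limit in DESeq2 and in an unmoderated linear model, but not in edgeR.

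**Figure D2:**
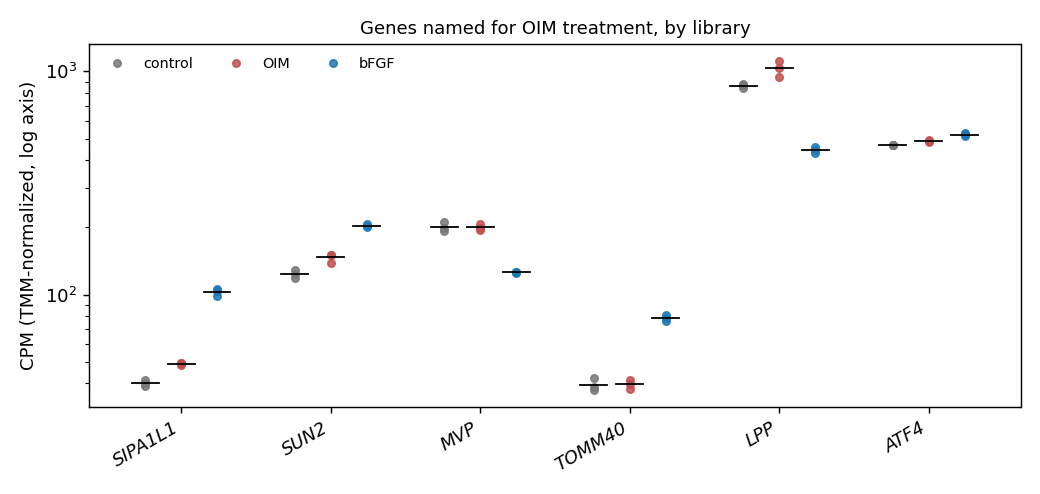
TMM-normalized CPM on a log axis for SIPA1L1, SUN2, MVP, TOMM40, LPP and ATF4, where each point is 1 of 3 libraries per group and the line is the group mean. The OIM and control libraries of MVP overlap, both with means of 201 CPM.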

We observed a significant upregulation of genes associated with calcium deposition and inflammatory processes, including *SIPA1L1*, *SUN2*, *MVP*, *TOMM40*, *LPP*, and *ATF4*. This indicates the extensive inflammatory and calcium deposition processes occurring in endothelial cells following OIM stimulation. 

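Between bFGF and OIM, 2420 genes were higher and 2519 lower in bFGF (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so 49.0% of the 4939 genes called were higher. With library totals alone in place of TMM, the median of all genes shifted by 0.22 on the log2 scale and 68.8% of the calls were higher in bFGF. All bFGF libraries lay on one side of all OIM libraries in 72.1% of genes. With single libraries left out in turn, 4193 of the calls were made in every fit. TFPI had 9.73 ± 1.26 CPM in bFGF and 0.0663 ± 0.0454 CPM in OIM (SD, n = 3), a log2 fold change of 7.12 (standard error 0.37, adjusted p = 1.02e-12 from edgeR's test). The OIM libraries had at most 3 counts for the other genes with the largest increases: HS3ST1 was at least 19.0-fold higher in bFGF, ABO at least 12.6-fold, FCGR1A at least 7.12-fold and TNFSF11 at least 6.97-fold. In the opposite direction the bFGF libraries were at or under this floor, and LYVE1 was at least 16.3-fold lower, EPHA10 at least 11.2-fold and SDR16C5 at least 7.01-fold. ACTA1, an actin whose reads near-identical paralogs can share, had 0 to 4 counts in the bFGF libraries and 6.45 ± 3.49 CPM in OIM (SD, n = 3), a log2 fold change of -7.32.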

Compared to the bFGF-treated group, 253 and 303 genes were significantly upregulated and downregulated, respectively in the OIM group (Fig. 2C). 

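Transcripts of SPP1, which encodes osteopontin (chromosome 8, 131077786 to 131085334 of Sscrofa11.1), had 9.63 ± 0.665 CPM in bFGF and 35.0 ± 0.872 CPM in OIM (SD, n = 3), a log2 fold change of -1.86 (standard error 0.070, adjusted p = 7.76e-15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ITGA2 (chromosome 16, 32336240 to 32440311) had 219 ± 12.0 CPM in bFGF and 10.4 ± 1.98 CPM in OIM (SD, n = 3), a log2 fold change of 4.39 (standard error 0.084, adjusted p = 4.22e-19 from this edgeR test). S100A2 (chromosome 4, 96073496 to 96076825) rose by 0.37 (standard error 0.064, adjusted p = 4.59e-05 from this edgeR test), under the fold limit. With library totals alone its change was 0.59 and it was called. APP (chromosome 13, 189434854 to 189716120) had a log2 fold change of -0.56 (standard error 0.031, adjusted p = 3.01e-12 from this edgeR test) and was called lower, but not with library totals alone, where the change was -0.34, or with a fold limit of 1.5. ZEB2 (chromosome 15, 7498879 to 7631347) had 294 ± 6.69 CPM in bFGF and 282 ± 9.41 CPM in OIM (SD, n = 3), a difference of 0.060 with an adjusted p of 0.152 in edgeR's test. Of the 5 genes, 3 were called over all genes tested and 3 when adjusted over the list alone, which is not independent evidence because the paper chose the list on these libraries.

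**Figure D3:**
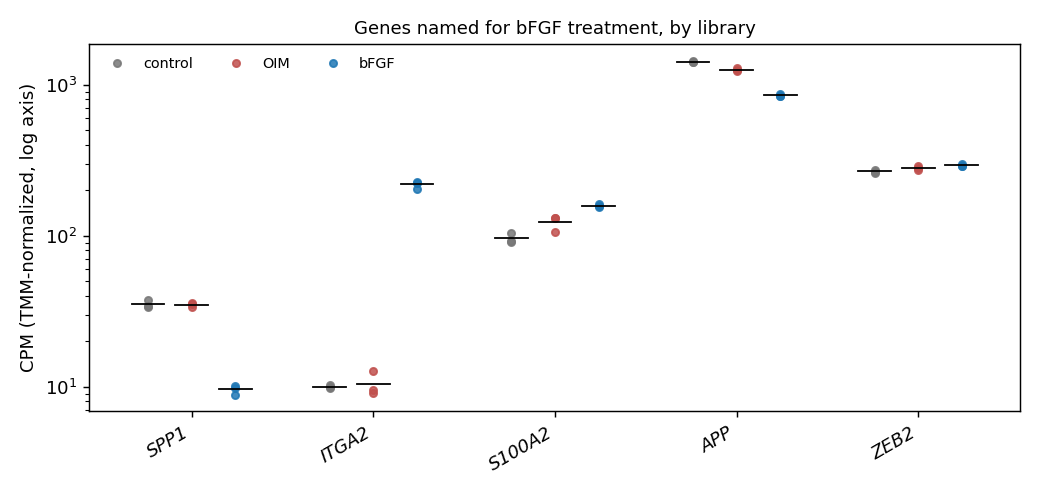
TMM-normalized CPM on a log axis for SPP1, ITGA2, S100A2, APP and ZEB2, where each point is 1 of 3 libraries per group and the line is the group mean. SPP1 and APP are lower in bFGF than in OIM, with log2 fold changes of -1.86 and -0.56 under TMM normalization, and ITGA2 is higher.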

After treatment with bFGF, we observed a transcriptional enhancement of anti-inflammatory processes as evidenced by the upregulation of the transcription of *SPP1*, *ITGA2*, *S100A2*, *APP*, and *ZEB2*, as well as the inhibition of calcium deposition processes. These results indicated that both OIM and OIM-bFGF treatments could alter the transcriptome profiles of PVIC cells. 

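The overlap of the comparisons was counted gene by gene. Of the 203 genes called higher in OIM than in control, 80 were called lower and 74 higher in bFGF than in OIM, and 49 were not called. Of the 118 genes called lower in OIM, 25 were called higher and 52 lower in bFGF than in OIM, and 41 were not called. Both comparisons use the same OIM libraries, so chance deviations in OIM add to the calls in the opposite direction. These counts alone therefore do not show that bFGF reversed the OIM change. From its results the paper proposes that OIM, and OIM with bFGF, could change transcription in these cells.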

Next, we examined the involvement of bFGF-related signals in OIM-induced calcium deposition, as our original hypothesis was that bFGF treatment can inhibit the OIM-induced calcium deposition process. We examined the enriched pathways in the bFGF-treated group compared to the OIM group using the GO enrichment analysis. We found that energy and nucleotide metabolism pathways, such as ‘generation of precursor metabolites and energy’, ‘ribonucleoside triphosphate metabolic process’, were significantly enriched in the bFGF group (Fig. 2D-E), which matched previous conclusions regarding the impact of bFGF on energy metabolism [15], cell proliferation, and calcium deposition [16]. These results support previous findings on bFGF-related signaling pathways.

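The genes behind the energy terms were followed through the counts. Of the 16 genes drawn in Fig. 2E, 9 were tested here, and the 7 that are encoded in the mitochondrial genome were not analysed here. The 9 genes had a median log2 fold change of -1.34 in bFGF against OIM (camera, adjusted p = 0.000219), and 7 were called lower, both over all genes tested and adjusted over the list alone, which is not independent evidence because the paper chose the list on these libraries. NDUFA4L2 had 0.886 ± 0.253 CPM in bFGF and 16.8 ± 2.81 CPM in OIM (SD, n = 3), and TPI1, PPP1R3C, DDIT4, PGK1, GPI and ACAT1 had log2 fold changes from -1.57 to -0.71. GAPDH, whose processed pseudogenes can share its reads, and CTPS2 had log2 fold changes of -0.29 and 0.41 and were not called. In a list of 16 glycolysis genes written before the data were examined, of which 4 are also in Fig. 2E, the median was -1.22 (camera, adjusted p = 2.52e-06) and 12 genes were called lower, 12 also when adjusted over the list alone. In a list of nuclear genes of oxidative phosphorylation, 47 of 74 were tested, 42 of the 47 were higher in bFGF, and the median was 0.23 (camera, adjusted p = 0.000235). The other 27 had no row in the counts. Most of the 47 have NDUF symbols, for subunits of NADH dehydrogenase, and none encodes ATP synthase, so the result stands mainly for NADH dehydrogenase. Of these 47, 0 were called, 0 when adjusted over the list alone and 0 at an unadjusted p with the fold limit, while 29 differed at an unadjusted p without it. All 3 set results held under fry (adjusted p = 3.67e-08, 6.33e-08 and 1.16e-05 in the order given), and 0 of the 3 held when camera estimated the correlation between genes from the data (adjusted p = 0.191, 0.191 and 0.159), the highest values among the alternatives.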

### Global APA events were identified in the OIM and bFGF-treated groups

We were interested in evaluating whether OIM-induced calcium deposition and bFGF treatment were associated with APA events, thus contributing to the change in their transcriptomic profiles. We successfully identified significant APA differences between the OIM and control groups and the bFGF and OIM groups using DaPars software. The results indicate that APA may play an important role in regulating bFGF- and OIM-induced cellular signals (Fig. 3A-B). In addition to analyzing global APA, we evaluated the expression of osteogenic genes *BGLAP*, *RUNX2*, and *IBSP*. Our results revealed that under bFGF treatment, the expression levels of *BGLAP* and *RUNX2* were notably reduced compared to those in the OIM group (Fig. 3C-E). Interestingly, in the bFGF group, shorter 3′-UTRs were more frequent than the lengthened events (1.4-fold higher), which also supported the previous conclusion that EGF-related signals could shorten the 3′-UTR [10]. We were also interested in whether these bFGF-related significant APA events were associated with certain cellular reactions. Therefore, we performed GO analysis (bioPlanet database) on both lengthened and shortened APA genes. We found that “lipid and lipoprotein metabolism”, fatty-acid related pathways were significantly enriched in the lengthened APA events (Fig. 4A), while “homologous DNA pairing and strand exchange”, “double-strand break repair, and cardiac structure-related pathways were profoundly enriched in the shortened APA events (Fig. 4B). Interestingly, DNA repair and oxidative stress were previously associated with bFGF signals [17, 18], as bFGF has been recognized as a driver of DNA repair. Our results, as well as those of these cancer studies, suggest that treatment with bFGF and OIM may affect DNA repair and oxidative stress by regulating APA events, thus contributing to the etiology of CAVD.

**Fig. 3:**
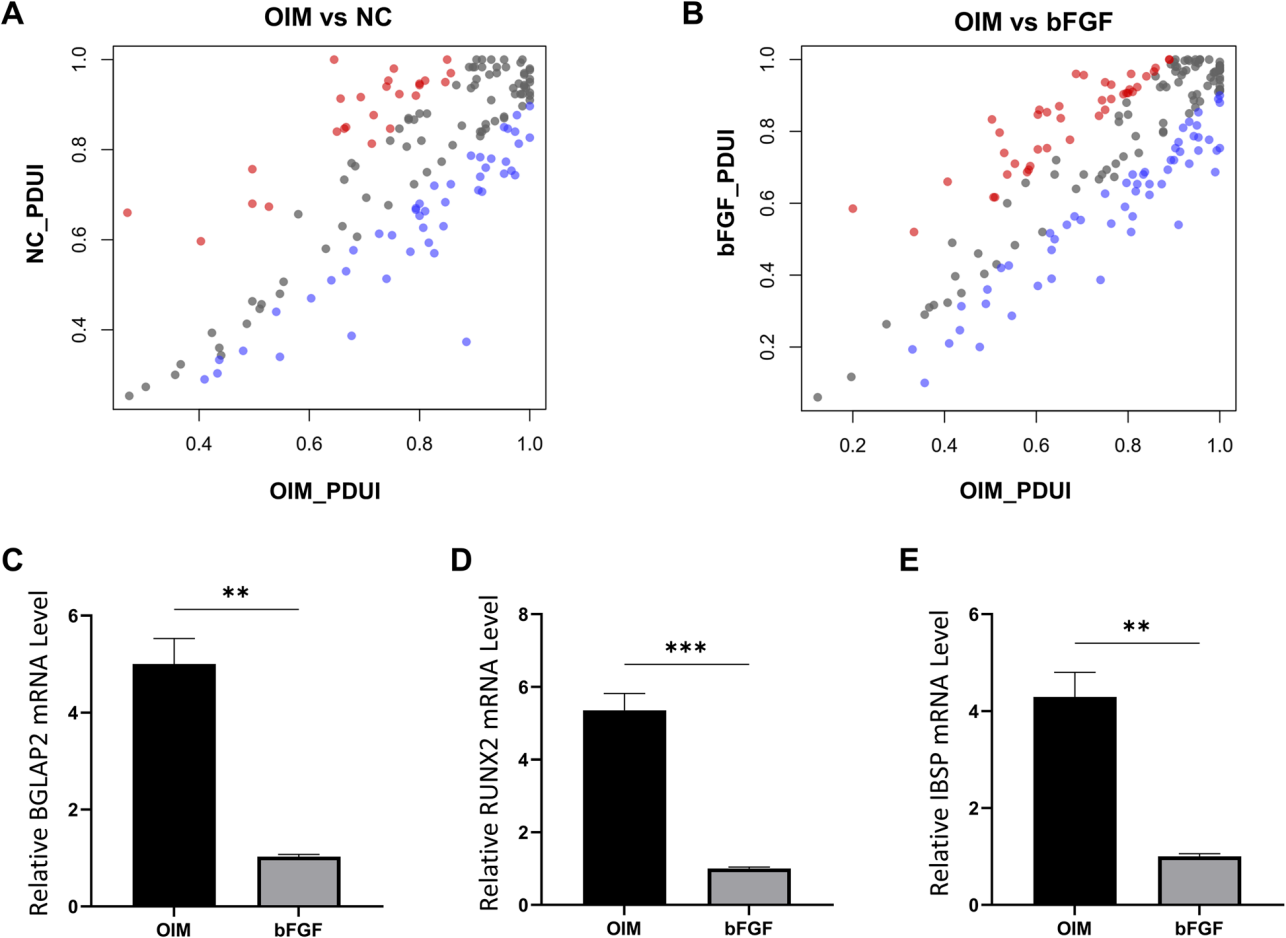
Global APA events were identified in OIM and bFGF treated groups. **A,B**, Scatter plot showed the significant dynamic APA events in OIM vs Ctrl and OIM vs bFGF treatment. Red dots refer to lengthened genes; Blue dots refer to shortened genes. C,D,E, The expression of BGLAP2, RUNX2 and IBSP was detected by qPCR before and after bFGF treatment. APA events when PDUI_diff cutoff is set as 0.1. APA = alternative polyadenylation, OIM = osteogenic medium, PDUI = distal polyA site usage index

**Fig. 4:**
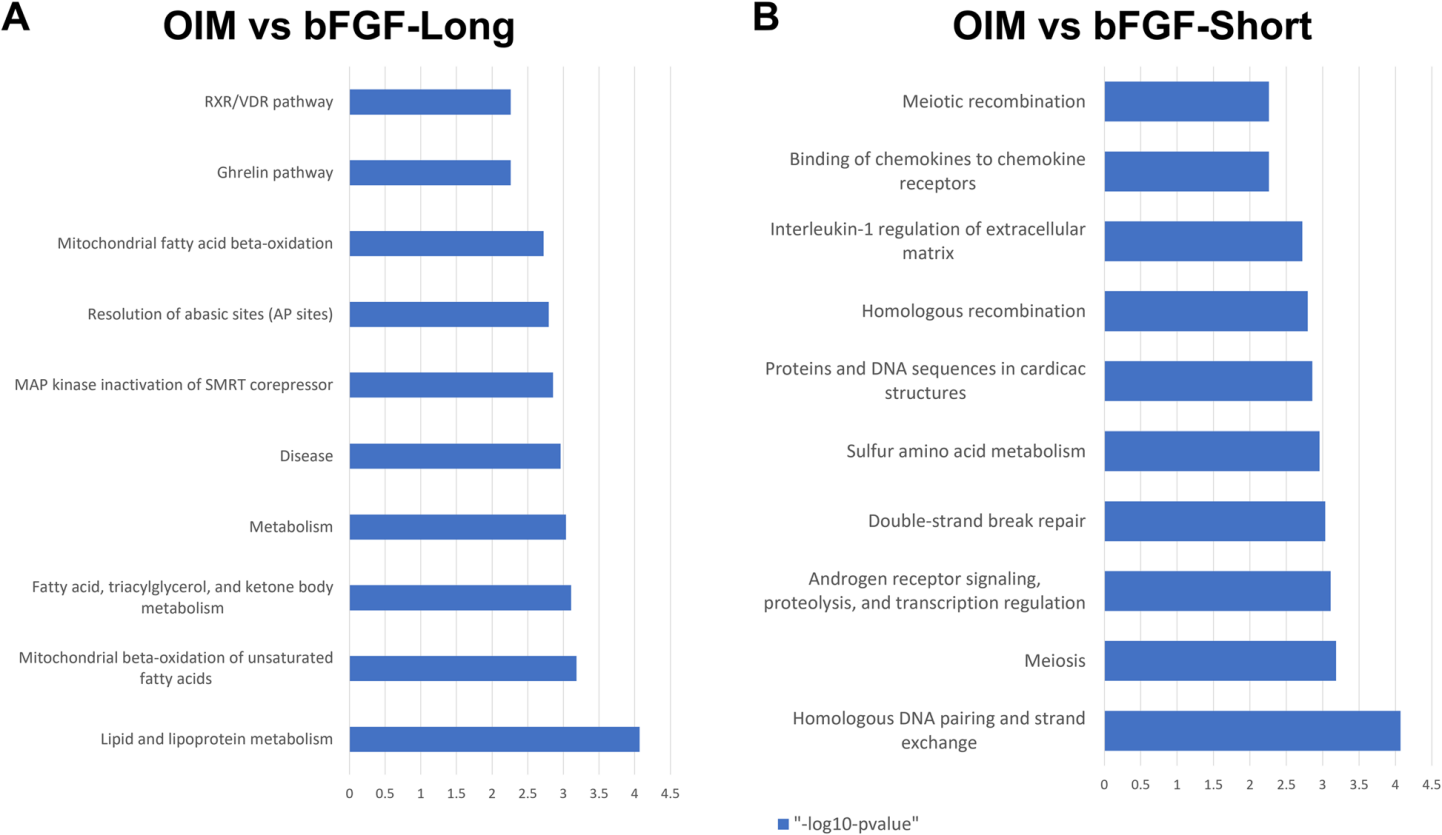
GO analysis of bFGF induced significant APA genes. **A,B,** Lengthened and shortened APA genes’ GO enrichment analysis. BioPlanet 2019 was used as the GO dataset. APA = alternative polyadenylation

### *CAT* is one of the potential targets under the regulation of bFGF-induced APA

As bFGF signals were highly associated with oxidative stress, we examined whether any of the significantly affected APA genes were involved in the related pathways. We noticed that CAT gene UTR usage was significantly altered in all bFGF-treated cell samples (Fig. 5A). Statistical analysis based on DaPars demonstrated that distal poly-A usage was significantly decreased in the bFGF-treated group (p-adj-value = 7.42E-07, FDR adjusted), indicating a bFGF-specific shortening of the APA of *CAT*. We performed qRT-PCR to validate this finding. The expression of the distal poly-A region was significantly downregulated in the bFGF group (Fig. 5B, p < 0.001), while proximal poly-A usage was not significantly altered (Fig. 5C), which supported the RNA-seq findings (Fig. 5A). Finally, we were interested in whether APA in *CAT* also affected the protein level of CAT. We performed western blot assays on bFGF-OIM-treated cells, OIM-treated cells and control cells to detect CAT protein levels. We found that the CAT protein level was increased, along with the decreased protein level of OPN and RUNX2 in the bFGF treated cells (Fig. 5D), indicating that APA event of the *CAT* gene affected its protein translation; thus, it may act as a potential target of bFGF induced inhibition of calcium deposition by inhibiting oxidative stress [19].

**Fig. 5:**
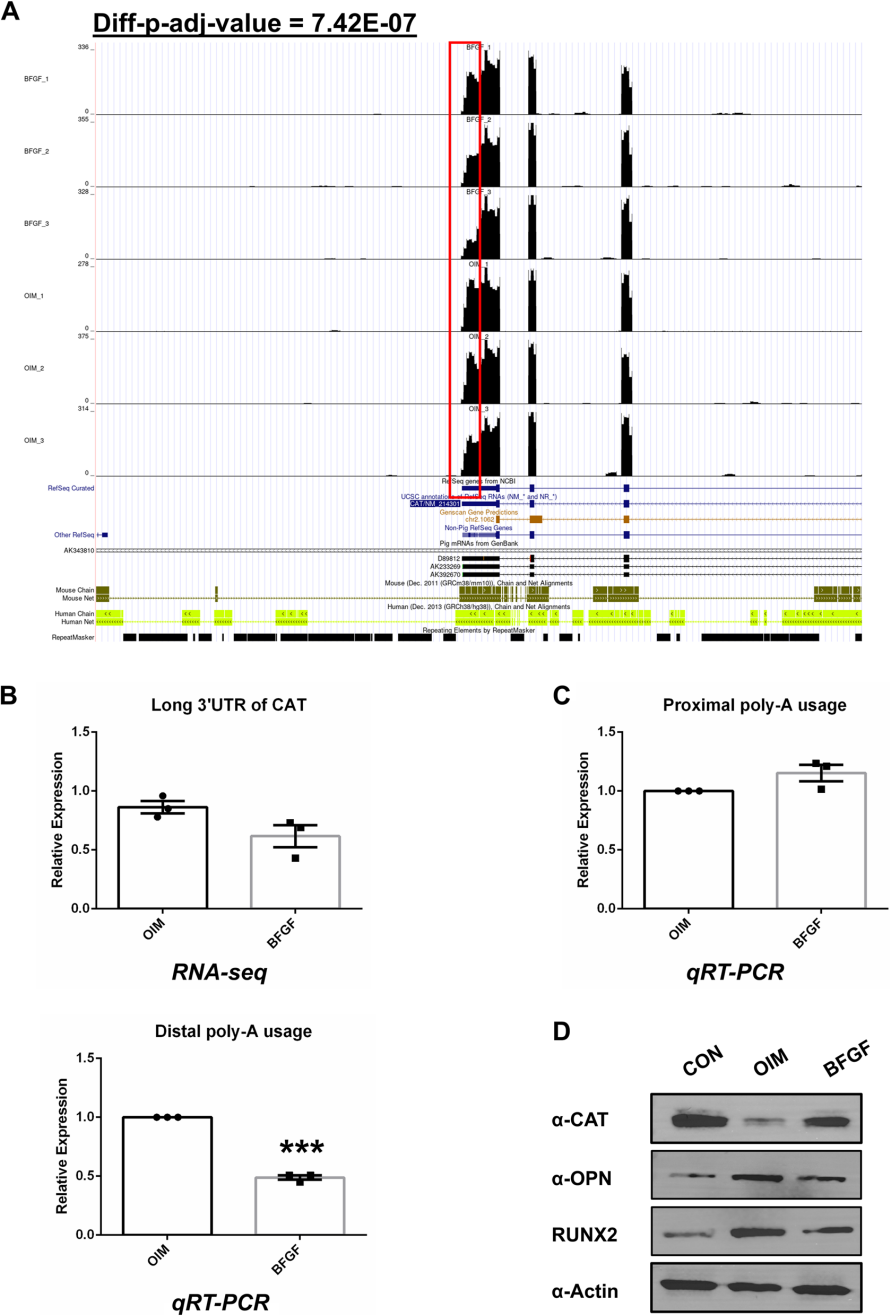
Catalase is one of the potential targets under the regulation of bFGF induced APA. **A,** UCSC genome browser track figure demonstrates all three samples under bFGF treatment has shortened APA event in *CAT* gene. **B,** RNA-seq and qPCR results of the distal APA expression level. ***: *p* < 0.001 **C,** qPCR results showed the proximal poly-A usage of *CAT* gene is not significantly altered. **D**, Western blot assays showed the protein expression of CAT is increased and OPN and RUNX2 are decreased in bFGF group. APA = alternative polyadenylation, CAT = catalase, OPN = Osteopontin, RUNX2 = Runt-related transcription factor-2

## Discussion

Despite years of effort devoted to CAVD research, no medical therapies for CAVD have proven effective in halting CAVD progression as an alternative to surgery. Techniques based on next-generation sequencing have the potential to identify the regulatory mechanisms of CAVD. In this study, we utilized an OIM to simulate CAVD in PVICs, focusing on calcium deposition. Our findings indicated that OIM successfully induced calcium deposition, as evidenced by specific staining and upregulation of osteogenic markers. Intriguingly, treatment with bFGF demonstrated a mitigating effect on this calcium deposition, suggesting its therapeutic potential. Through mRNA sequencing, we observed significant transcriptomic changes in PVICs under different treatments. Crucially, our study revealed the role of APA in these cellular responses, particularly under bFGF treatment, which affected mRNA processing and gene expression, notably in the CAT gene. This finding was further supported by changes at the protein level. Collectively, these results highlight the complex interactions between bFGF treatment, gene regulation through APA, and their implications in CAVD, underscoring the potential of bFGF as a modulator of disease progression.

Our study indicates a significant enrichment of energy and nucleotide metabolism pathways in the bFGF-treated group, corroborating previous research findings. For instance, bFGF treatment has notably reduced lipid levels, including low-density and very low-density lipoproteins, as well as glucose in the serum of diabetic rats [15]. This result underscores the substantial influence of bFGF on energy metabolism by modifying a range of related metabolites. Moreover, another study examining bFGF’s protective effect against diabetic nephropathy in mice has illuminated its role in reshaping metabolic phenotypes and attenuating oxidative stress. These studies collectively affirm bFGF’s capability to modulate metabolic pathways, providing additional evidence of its regulatory role in metabolism. The potential impact of bFGF on calcium deposition is also suggested, further expanding the scope of its biological significance.

bFGF and EGF signals work orchestrally on cell proliferation, osteogenesis, and other basic cellular processes [8]. Recently, EGF signals were found to be highly associated with alternative splicing and APA processes in cancers and other developmental diseases [10], especially for their role in 3’UTR shortening. APA is a crucial post-transcriptional regulatory mechanism that is involved in drug sensitivity and disease progression [6]. With our substantially enriched knowledge of APA, this widespread phenomenon may be a potential biomarker for disease prognosis and diagnosis, such as CAVD, and a target for the development of novel targeted therapies [20, 21]. Our results demonstrate, for the first time, the APA changes in bFGF- and OIM-treated PVICs. We found that bFGF and OIM may affect DNA repair and oxidative stress in PVICs by regulating APA events, thus contributing to the etiology of CAVD. Our data suggest that bFGF- and OIM-related APA events may be effective targets in novel targeted therapies for CAVD and a promising biomarker for CAVD prognosis and diagnosis.

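CAT lies on the minus strand of chromosome 2 from 26493664 to 26533881 in Sscrofa11.1 and encodes catalase. At the level of the whole gene, the libraries held 56.7 ± 2.75 CPM in control, 51.3 ± 1.56 CPM in OIM and 57.8 ± 0.409 CPM in bFGF (SD, n = 3), from 2829 to 3501 counts per library. These counts cover the whole gene and do not separate its 3′ ends.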

CAT is a crucial enzyme that protects cells from oxidative damage by reactive oxygen species (ROS) in nearly all living organisms exposed to oxygen [22]. Overexpression of CAT in vivo protects the process of vascular calcium deposition [23]. CAT is downregulated in the calcified region of human aortic valves, and the introduction of CAT reverted ROS-mediated calcium deposition in VICs [24]. Based on previous studies on the relationship between CAT and calcium deposition, we hypothesized that manipulating *CAT* in VICs may be a useful strategy for treating CAVD. We observed a significant decrease in *CAT* gene UTR usage in all bFGF-treated cell samples, indicating a bFGF-specific shortening event of the *CAT* gene APA. Our findings suggest that bFGF might rescue calcium deposition in PVICs by shortening the APA length of *CAT*, thus reducing oxidative stress-mediated calcium deposition in PVICs, to revert the effect of CAVD.

Our findings provide insights into how bFGF may function in PVICs. We connected APA events to CAVD and investigated the APA change of a specific gene, *CAT*, which appears to be an important gene in ROS-mediated calcium deposition regulation. We propose that careful manipulation of APA in CAT may be useful in rescuing calcium deposition in PVICs, thus treating CAVD.

### Supplementary Information

**Supplementary material 1.**

## Data Availability

The data is deposited at NCBI GEO dataset with accession number GSE225698. The temporary code is kvezqooufdurpgh for accessing the GEO dataset.

# Supplementary material for: Inhibition of valve mesenchymal stromal cell calcium deposition by bFGF through alternative polyadenylation regulation of the CAT gene
**Source:** BMC Cardiovasc Disord. 2024 Feb 28;24:128. doi: 10.1186/s12872-024-03775-5
**Supplement:** Supplementary file 1 — Supplementary material 1.

## Slide 1
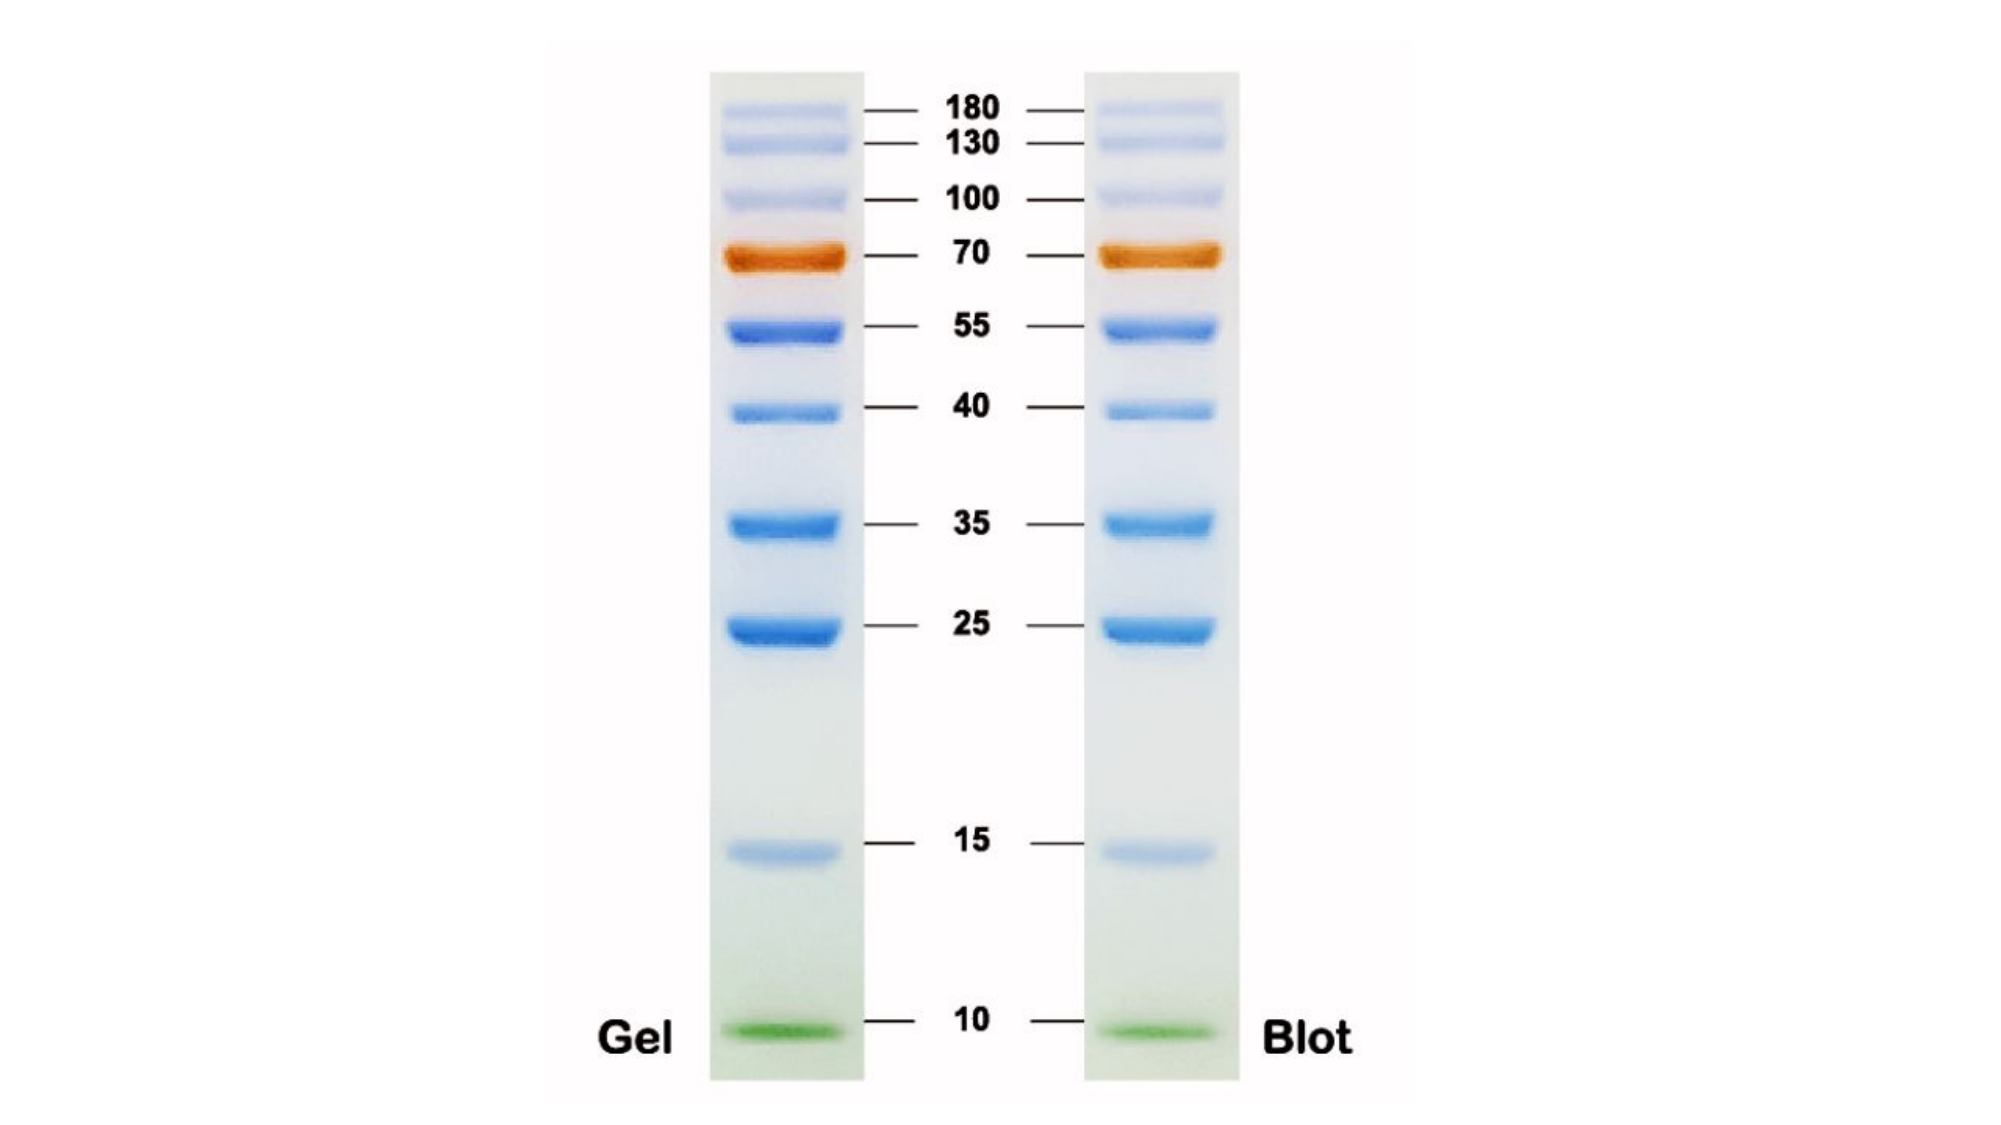

## Slide 2
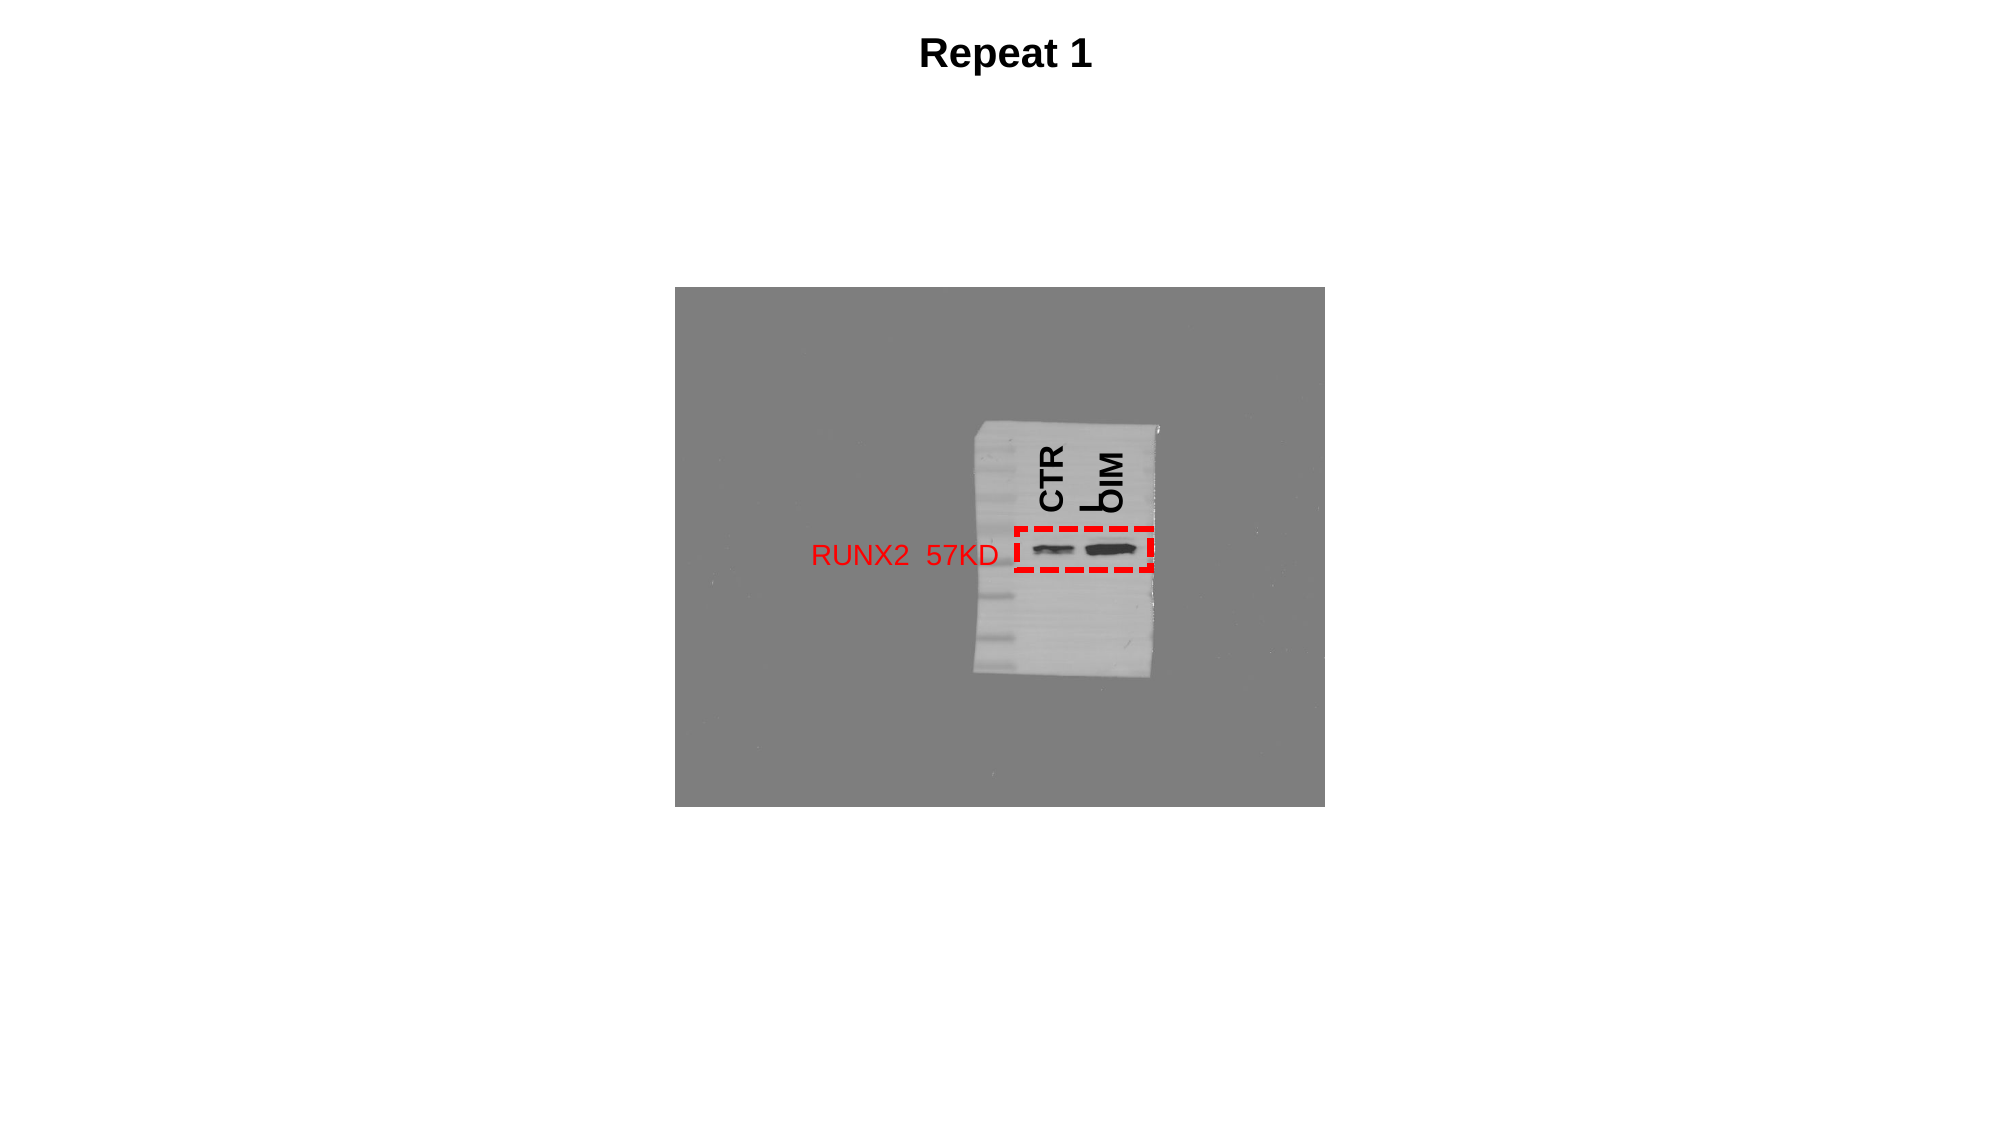

Repeat 1
OIM
CTRL
RUNX2 57KD

## Slide 3
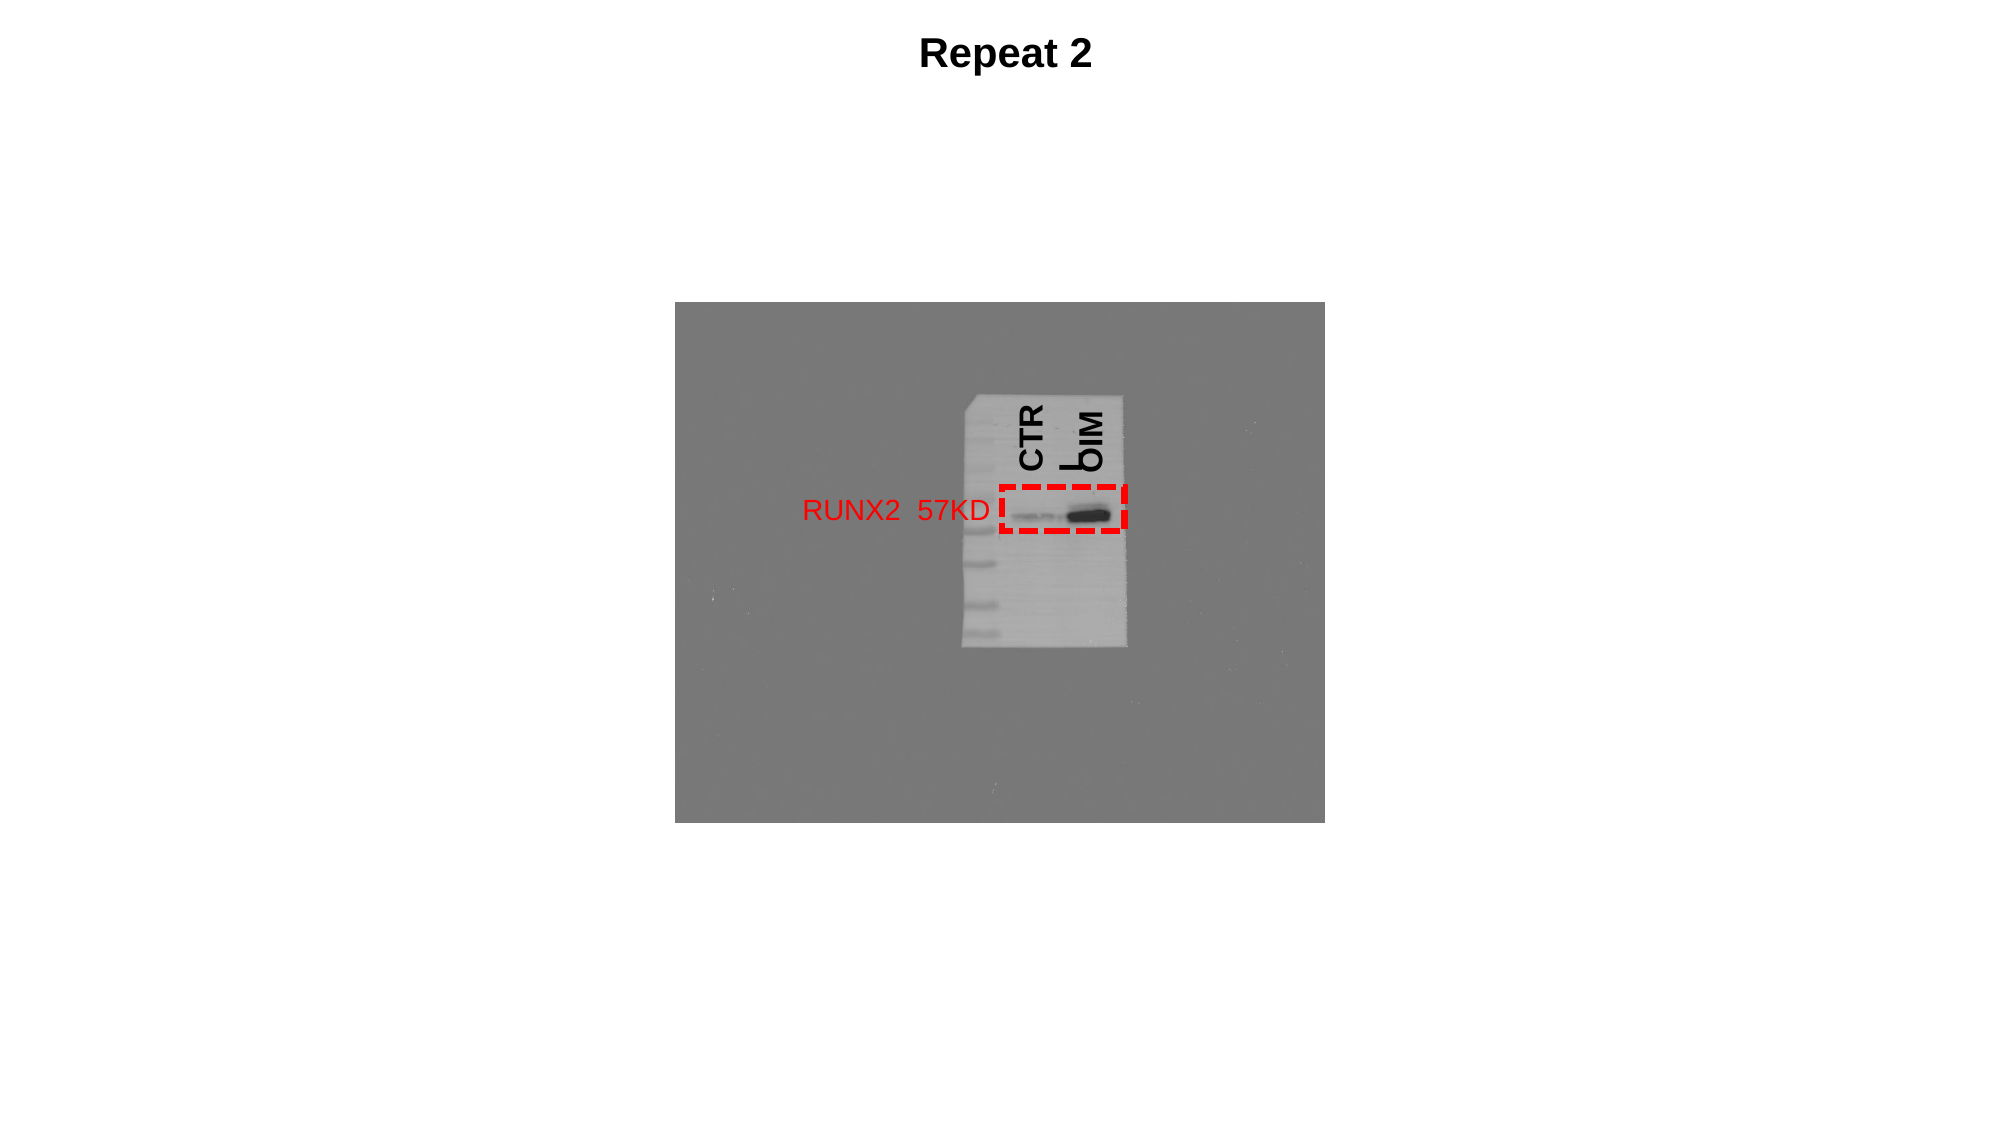

Repeat 2
OIM
CTRL
RUNX2 57KD

## Slide 4
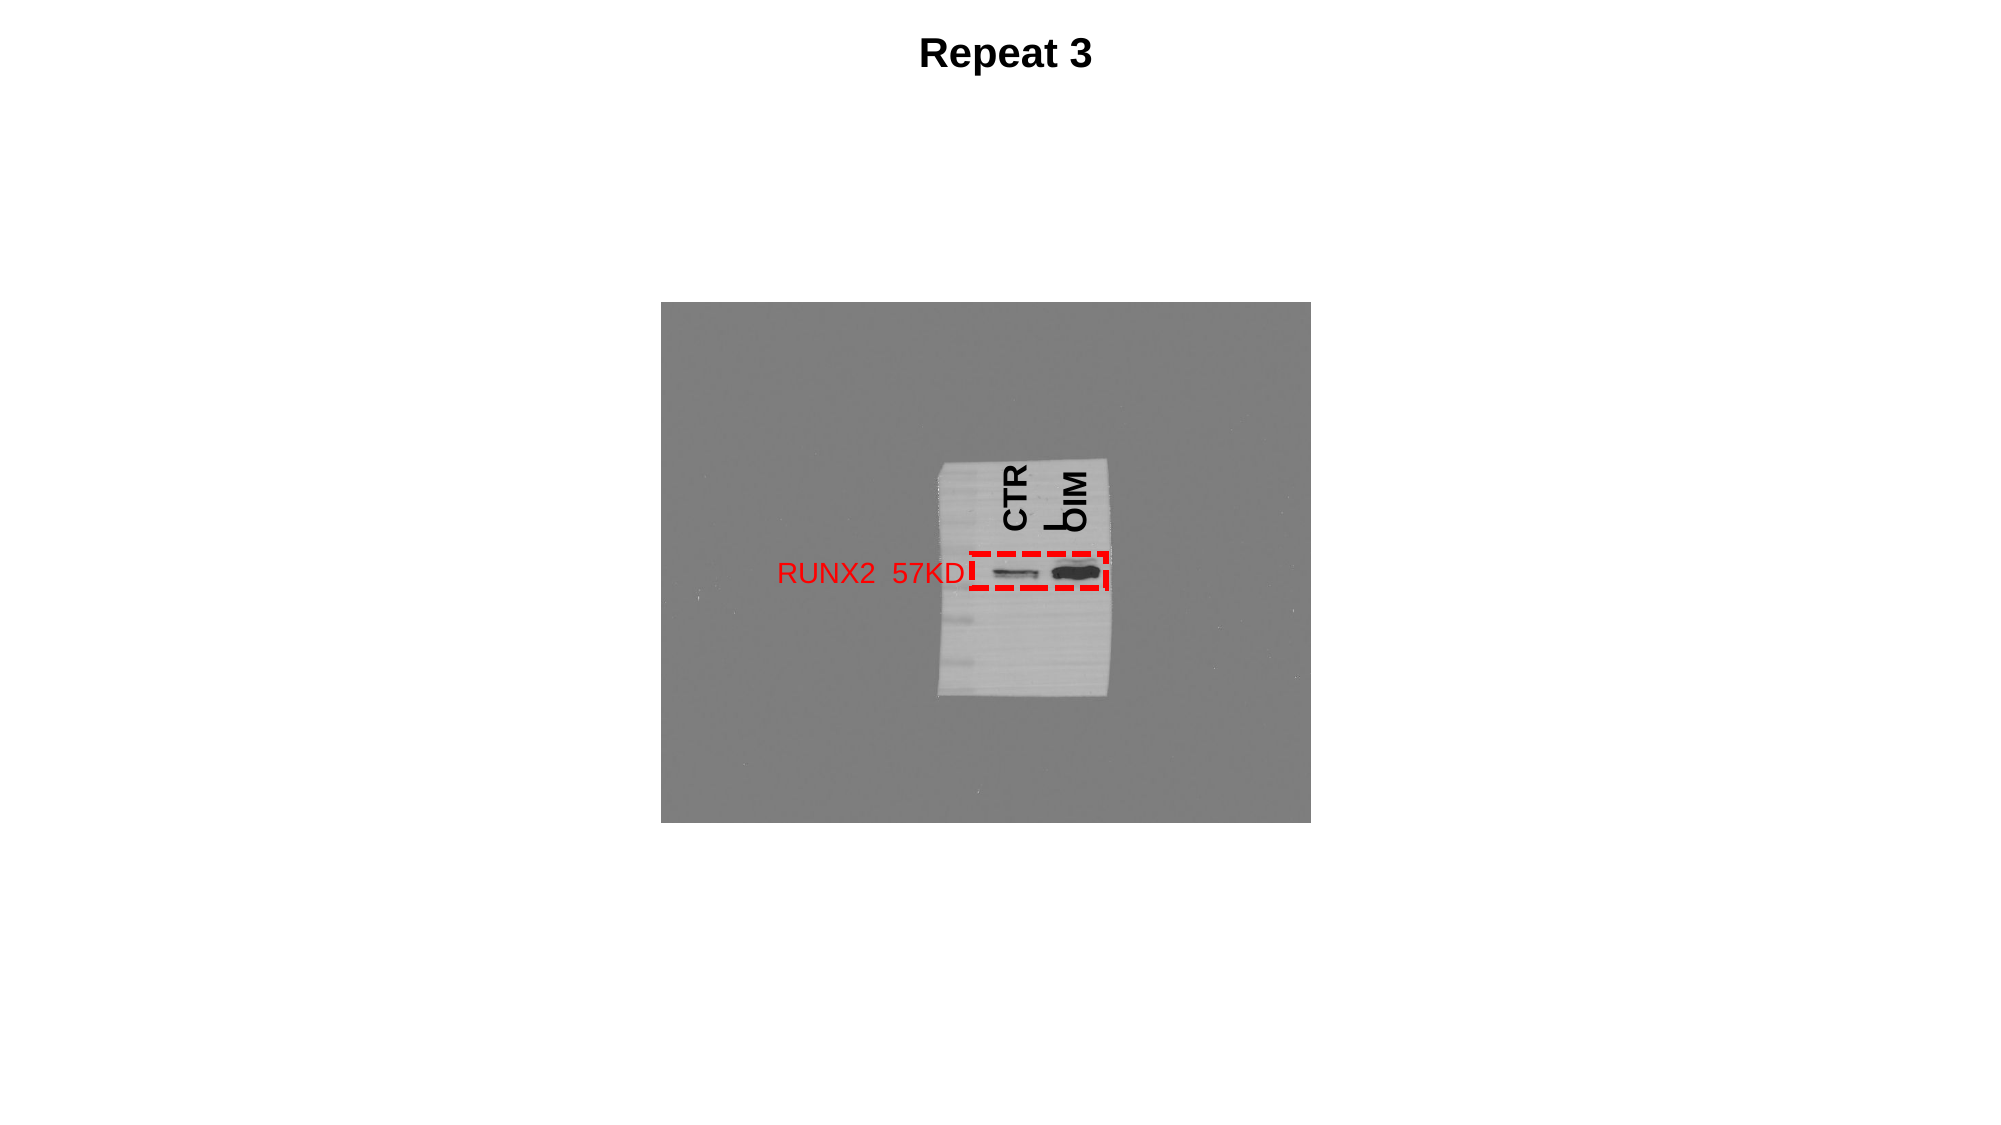

Repeat 3
OIM
CTRL
RUNX2 57KD

## Slide 5
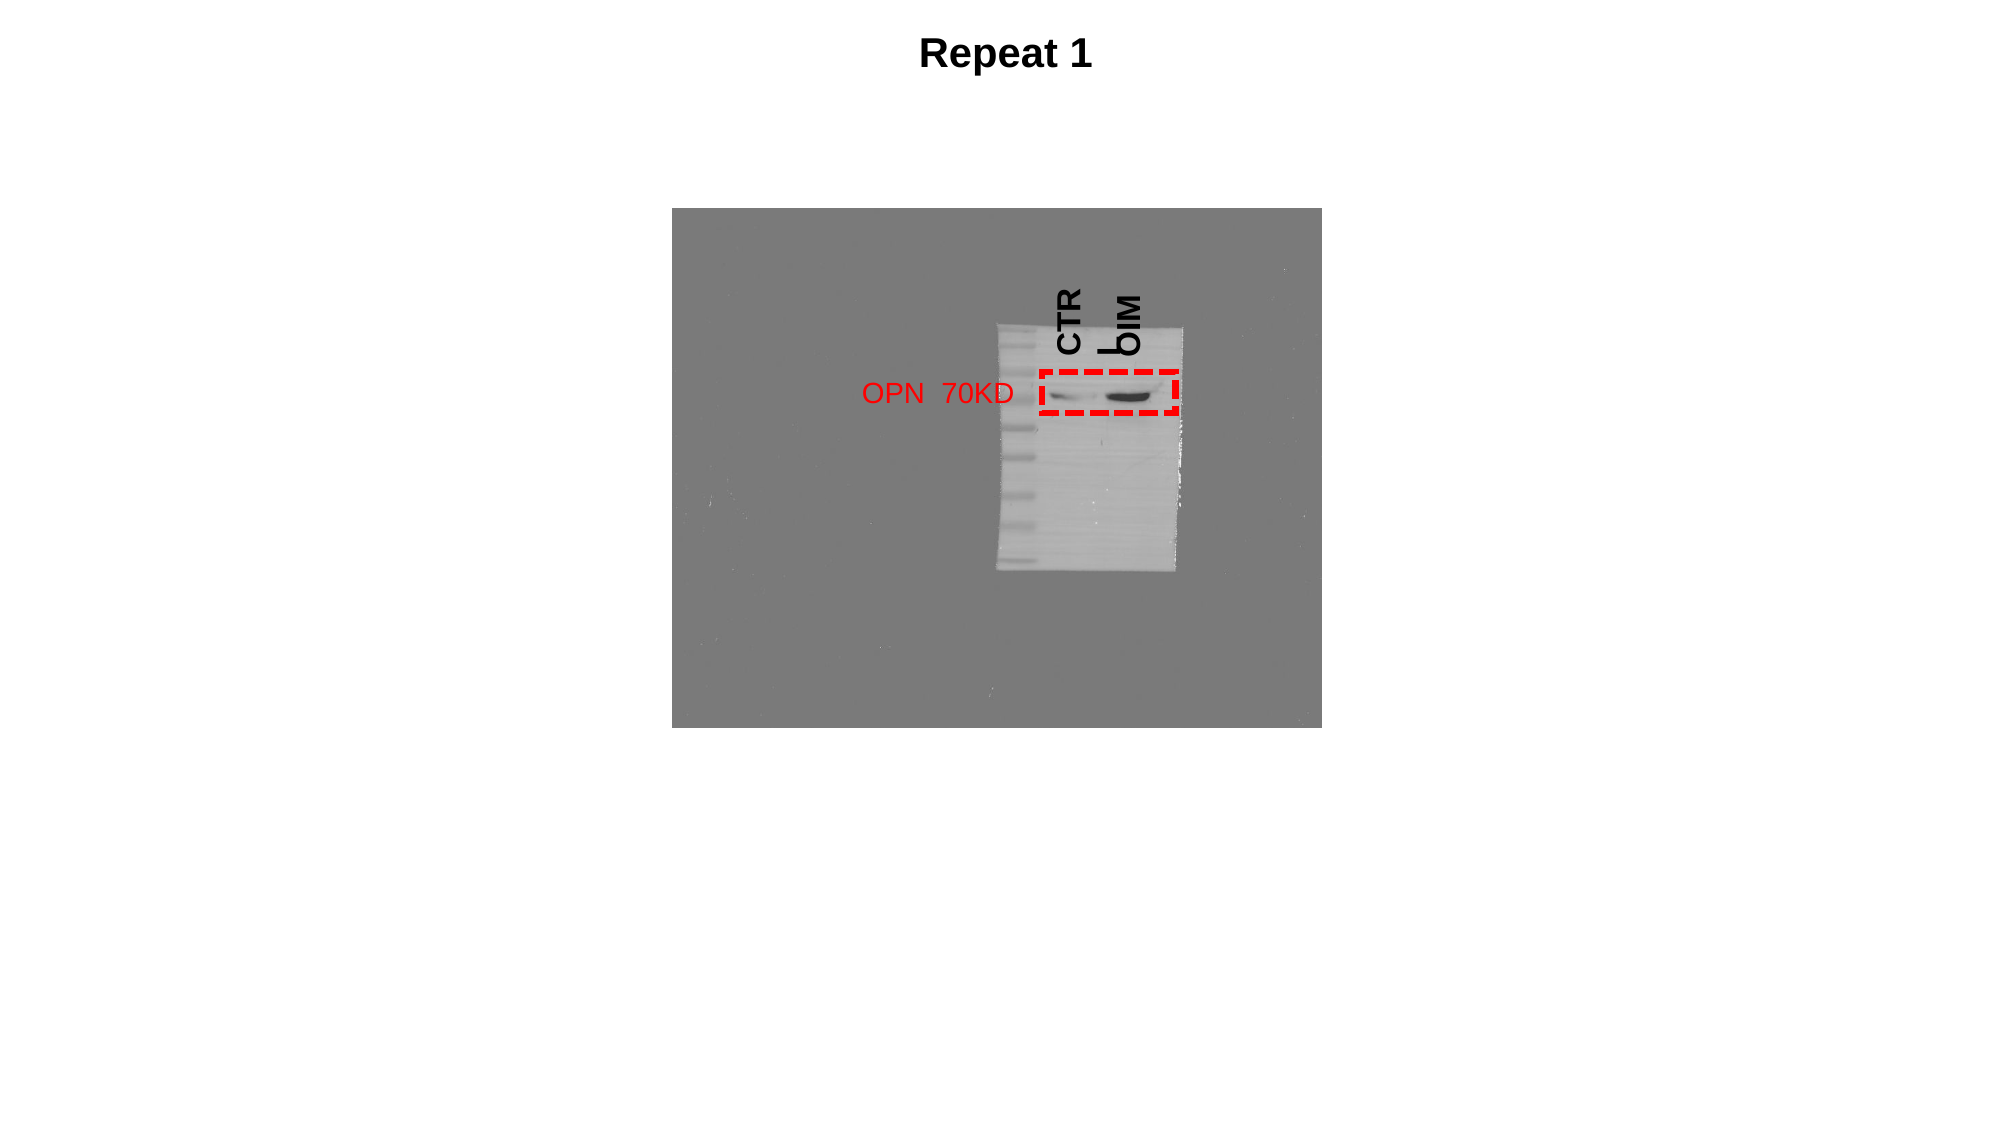

Repeat 1
OIM
CTRL
OPN 70KD

## Slide 6
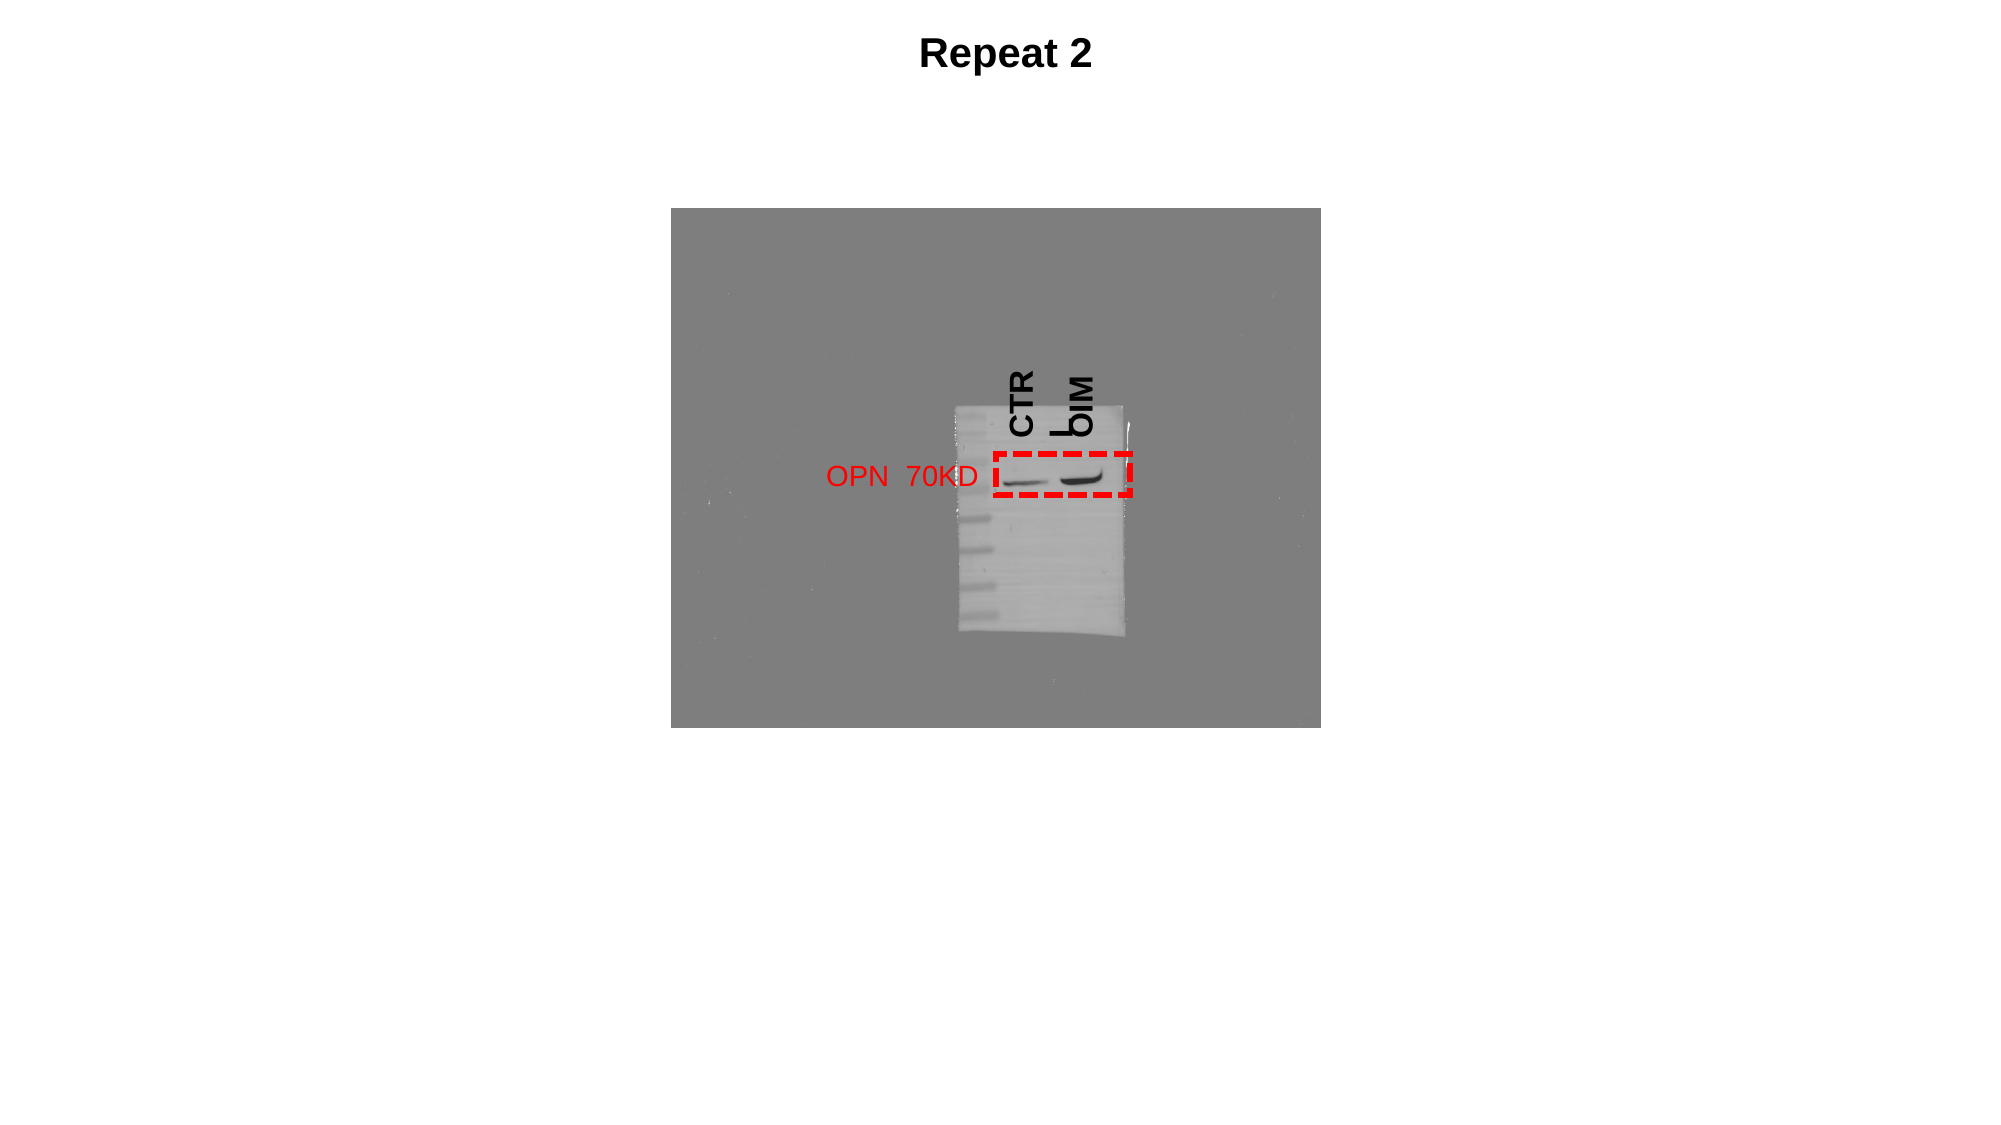

Repeat 2
OIM
CTRL
OPN 70KD

## Slide 7
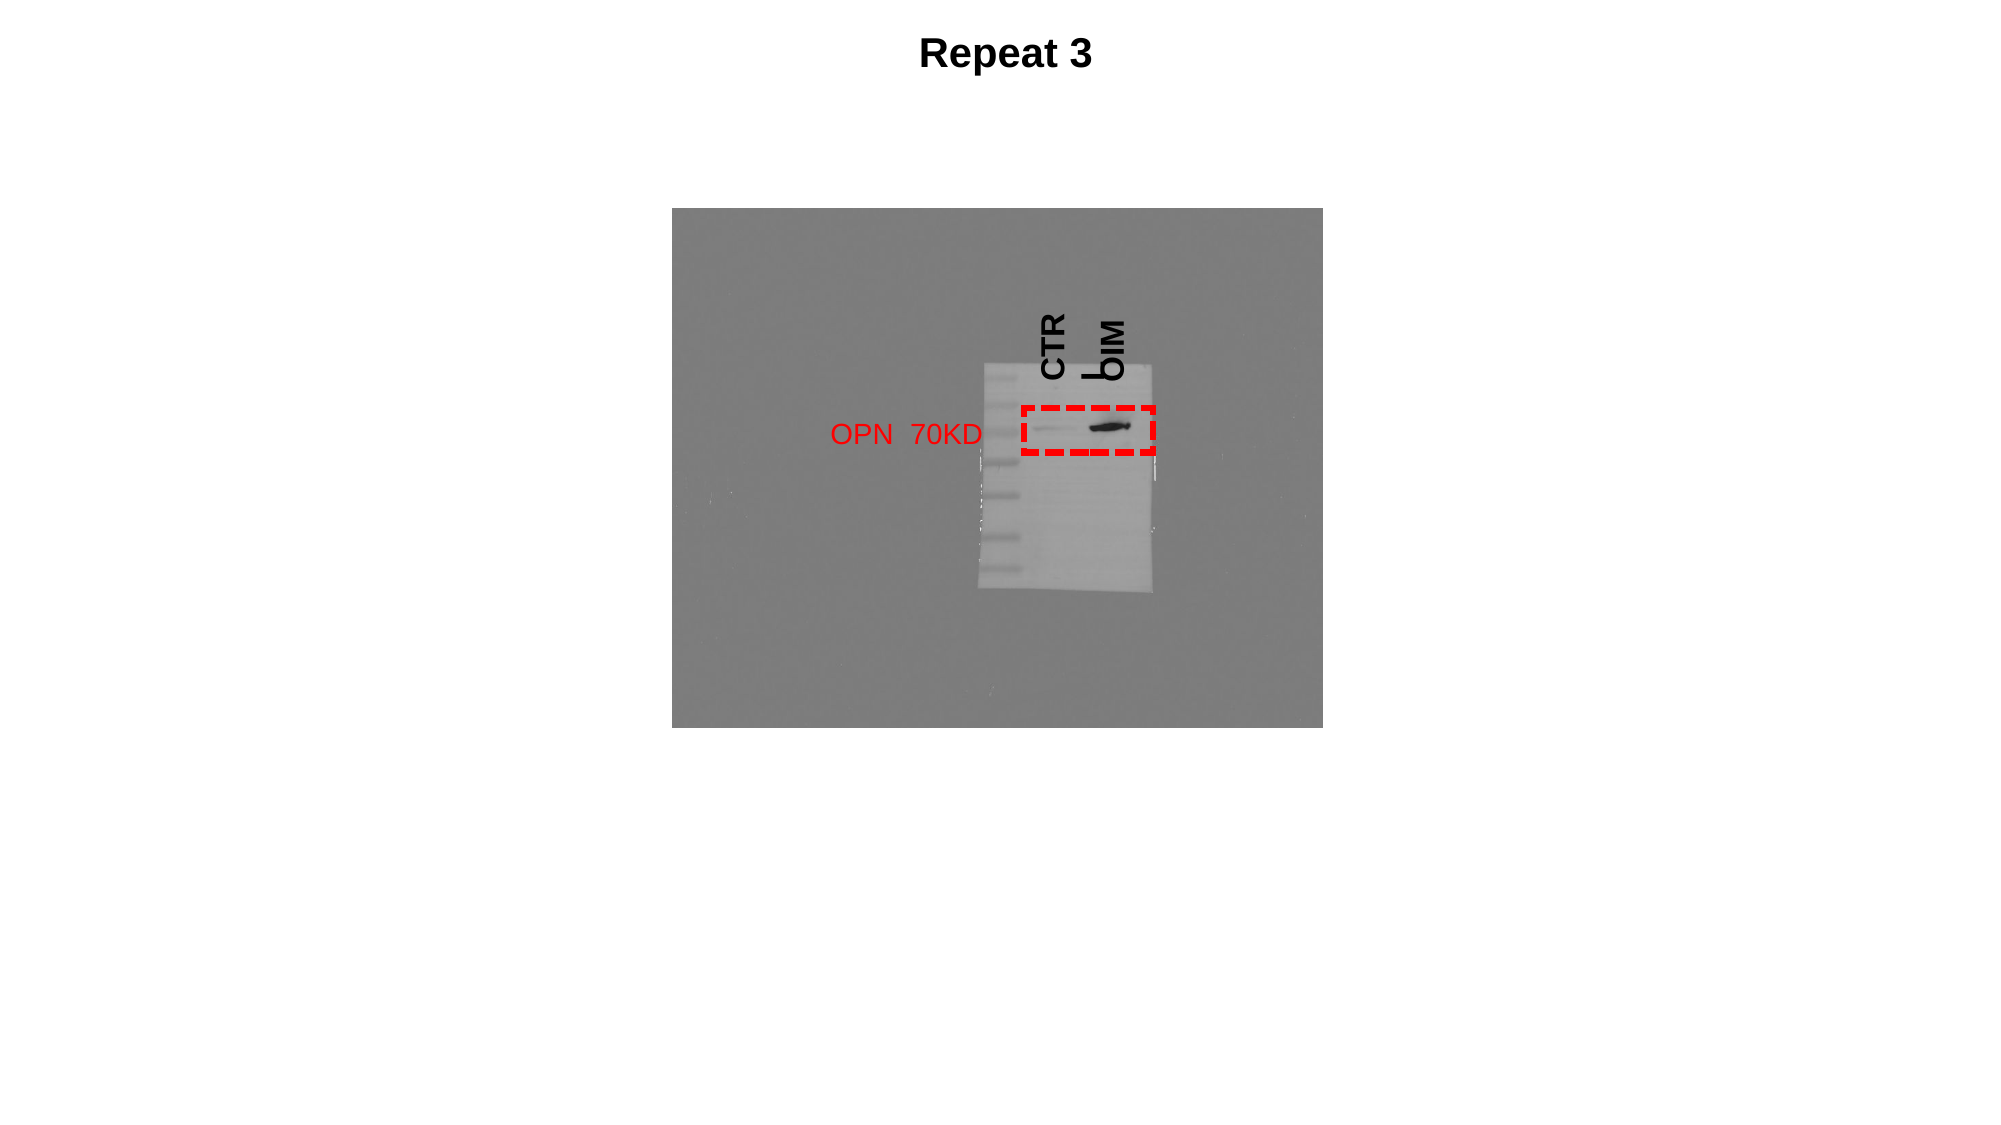

Repeat 3
OIM
CTRL
OPN 70KD

## Slide 8
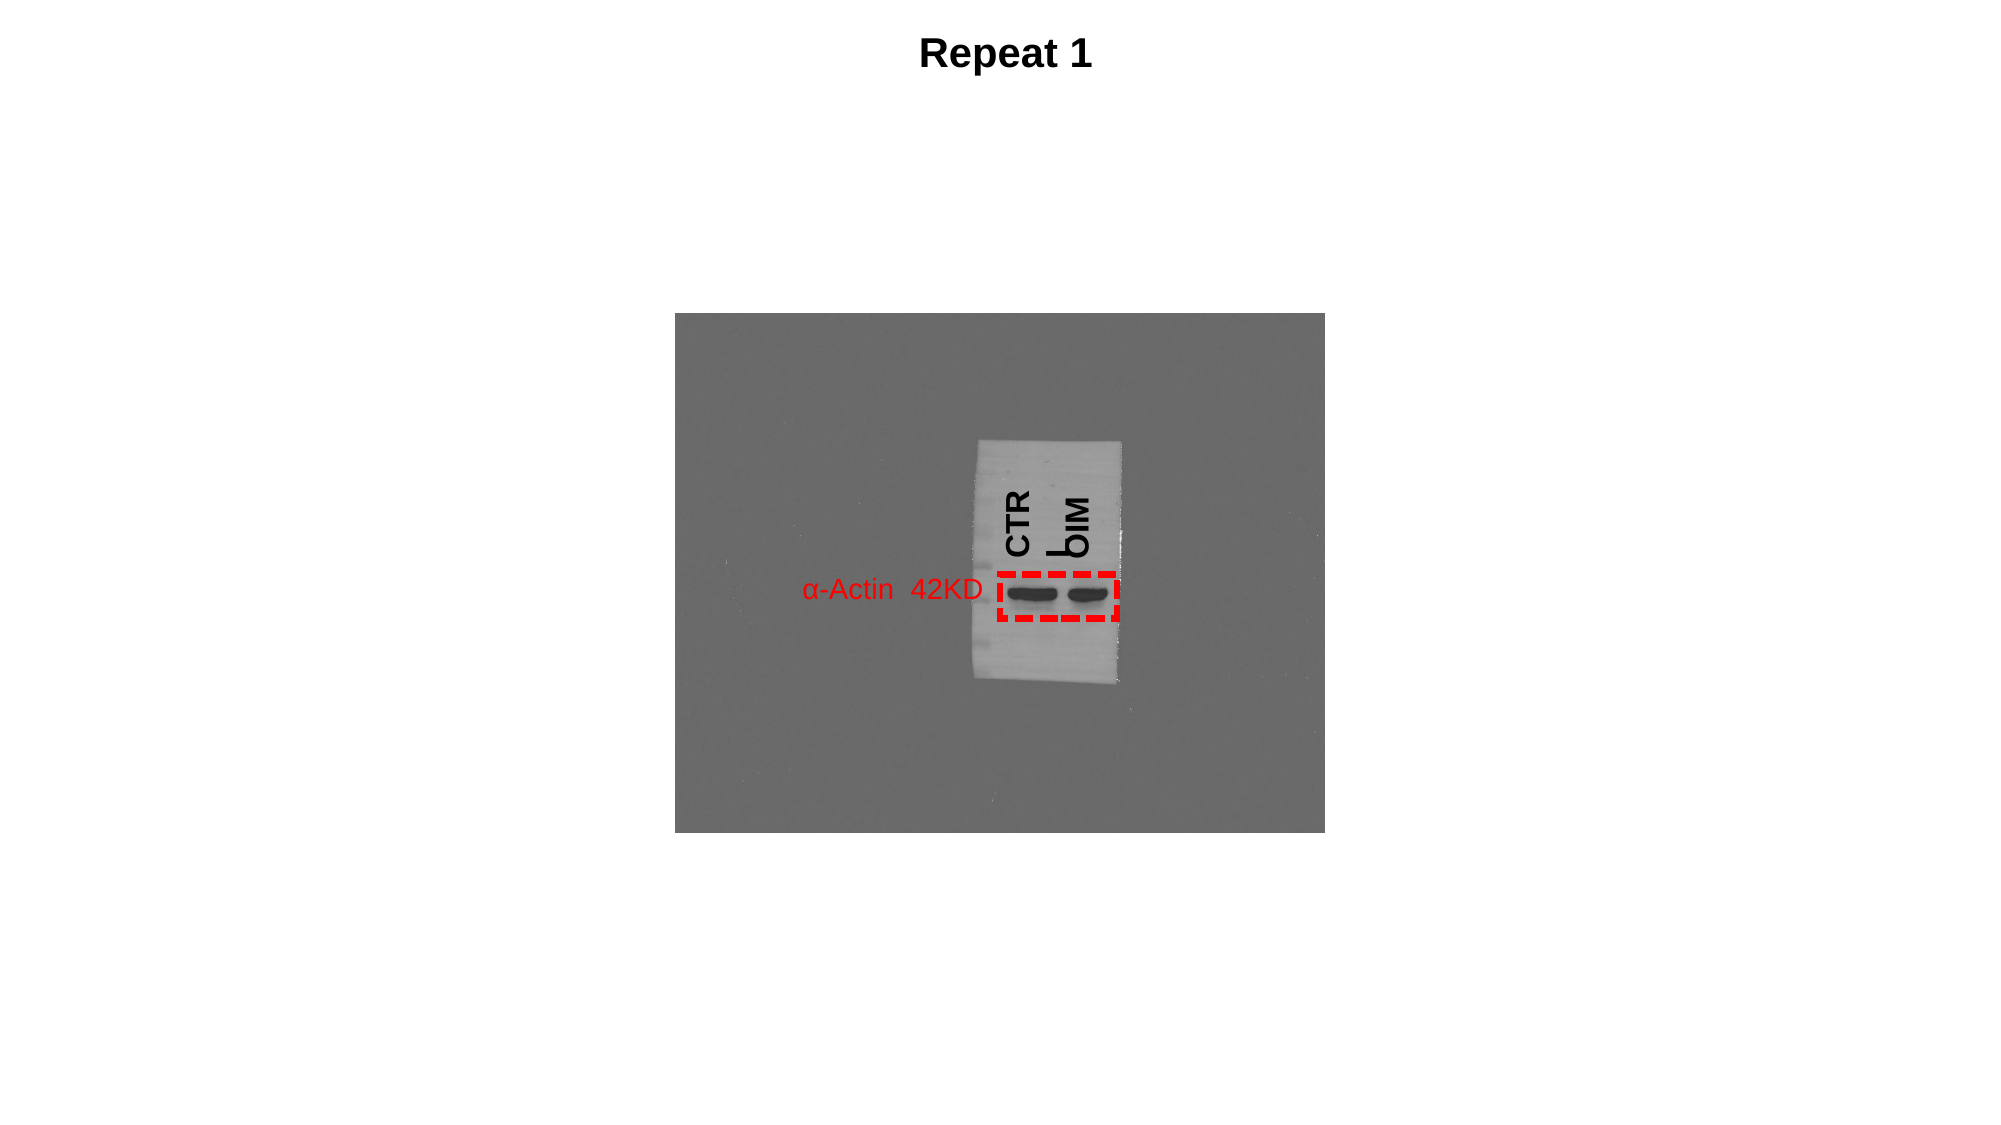

Repeat 1
OIM
CTRL
α-Actin 42KD

## Slide 9
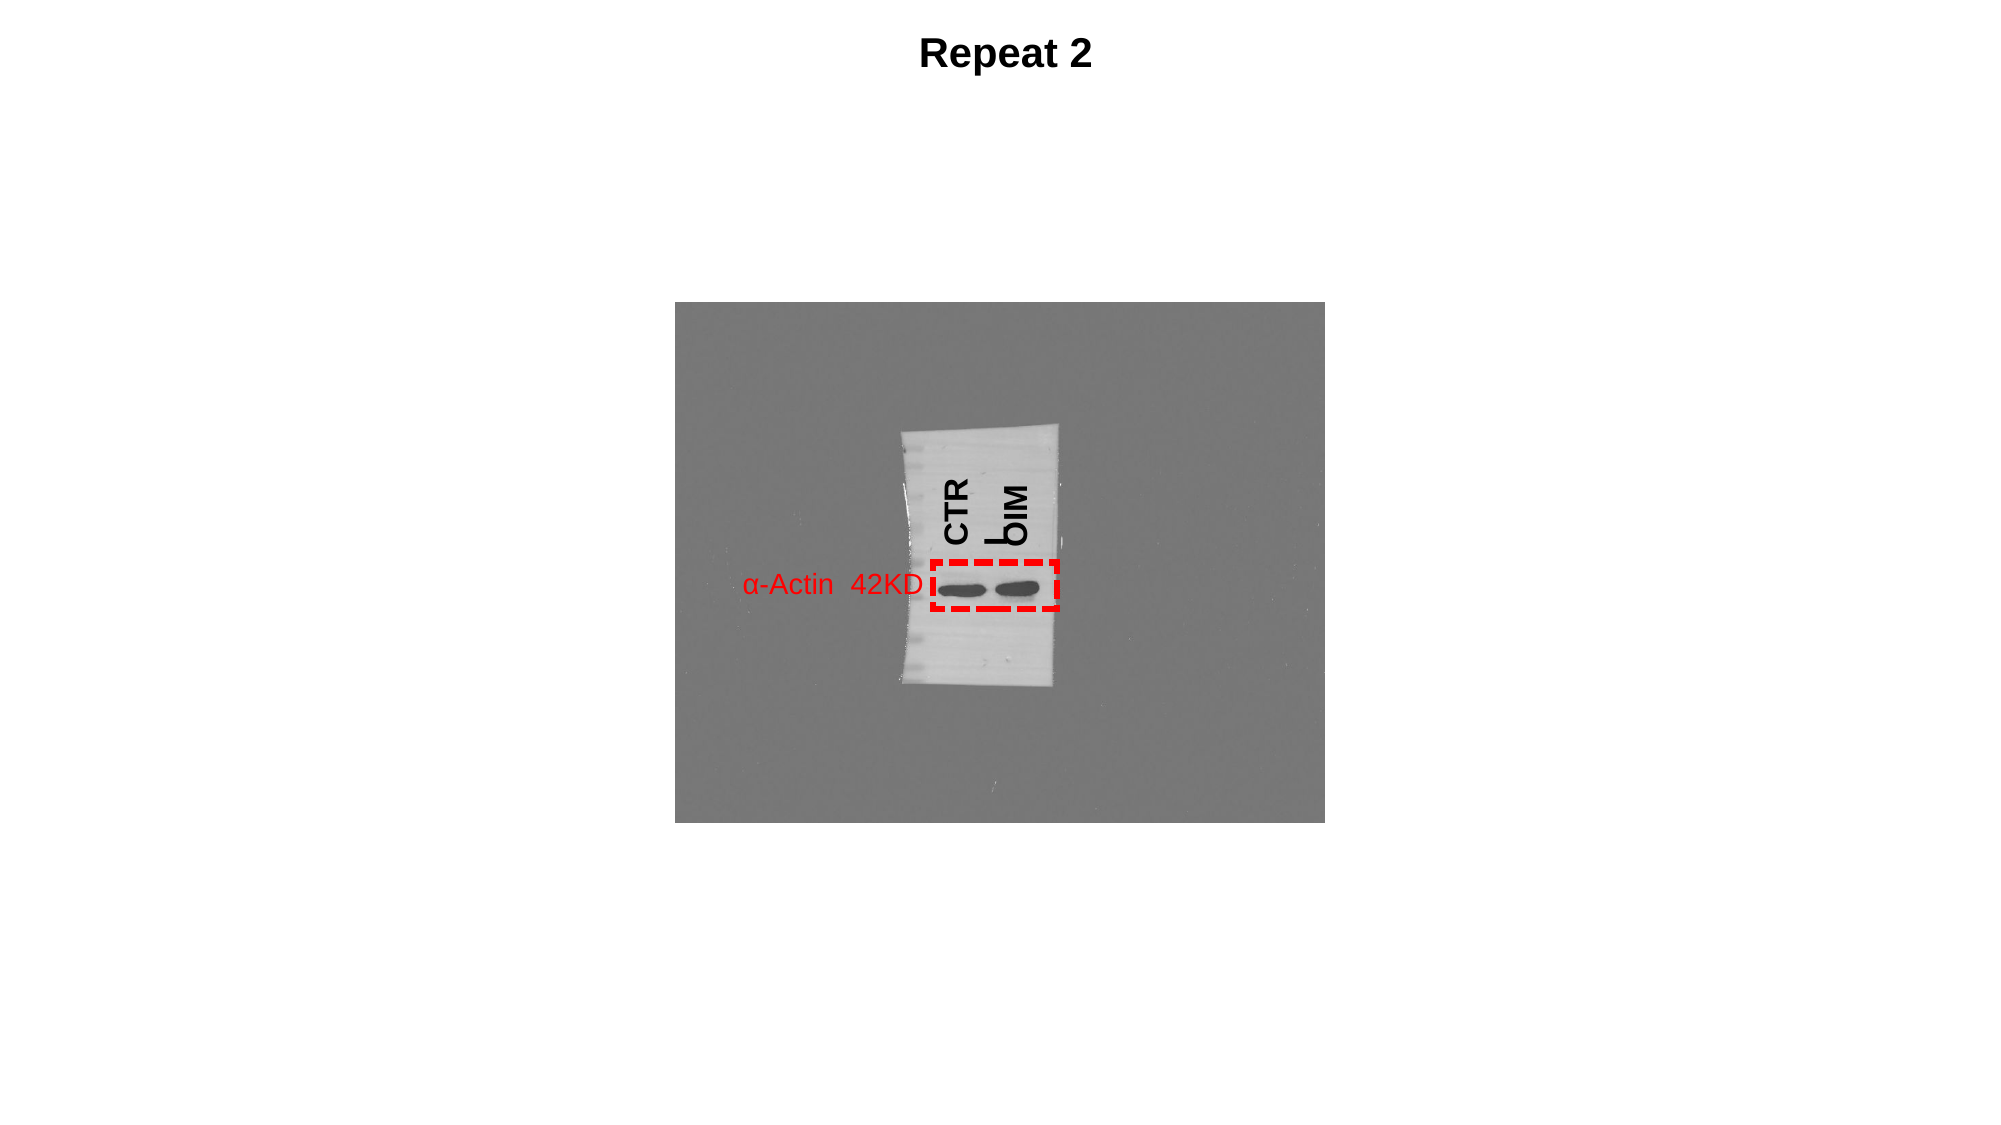

Repeat 2
OIM
CTRL
α-Actin 42KD

## Slide 10
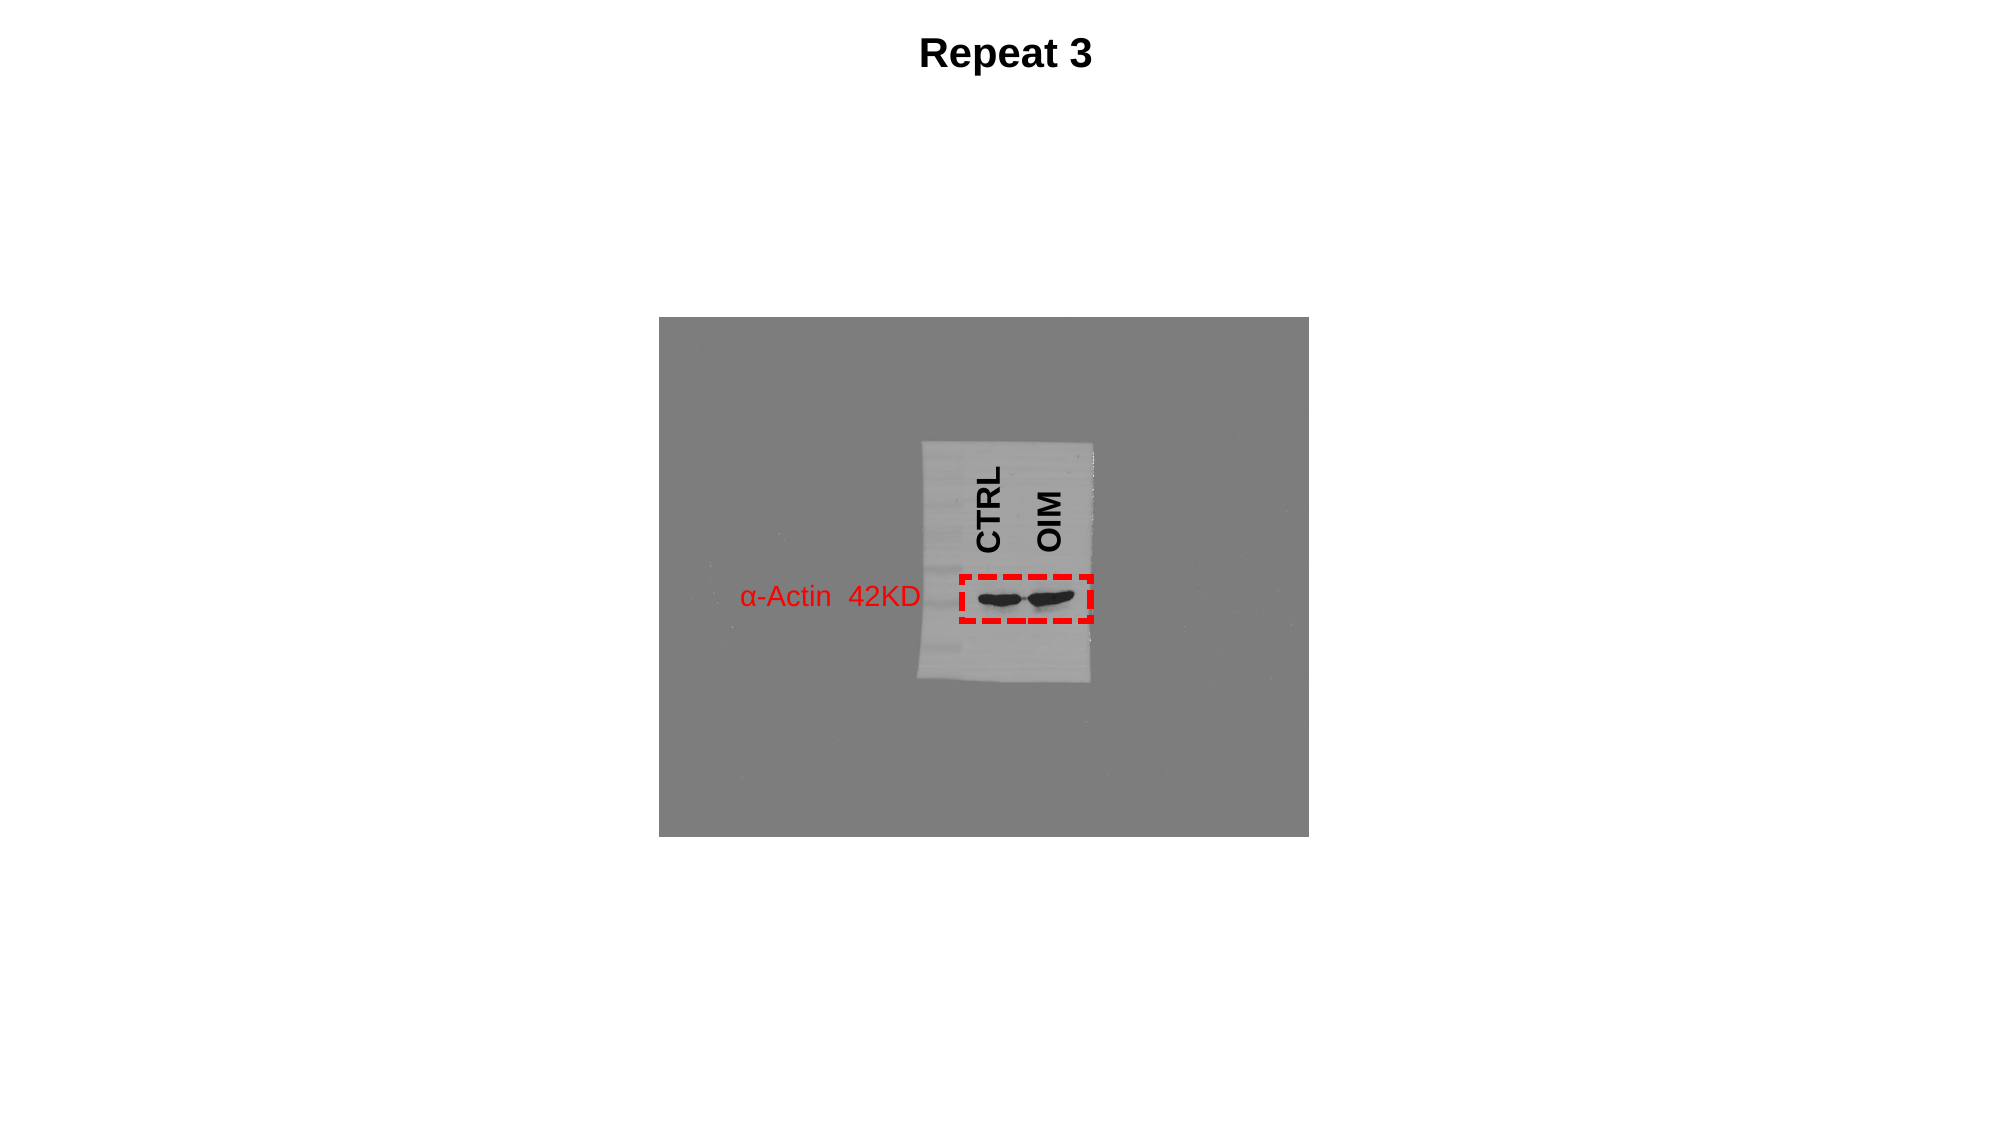

Repeat 3
OIM
CTRL
α-Actin 42KD

## Slide 11
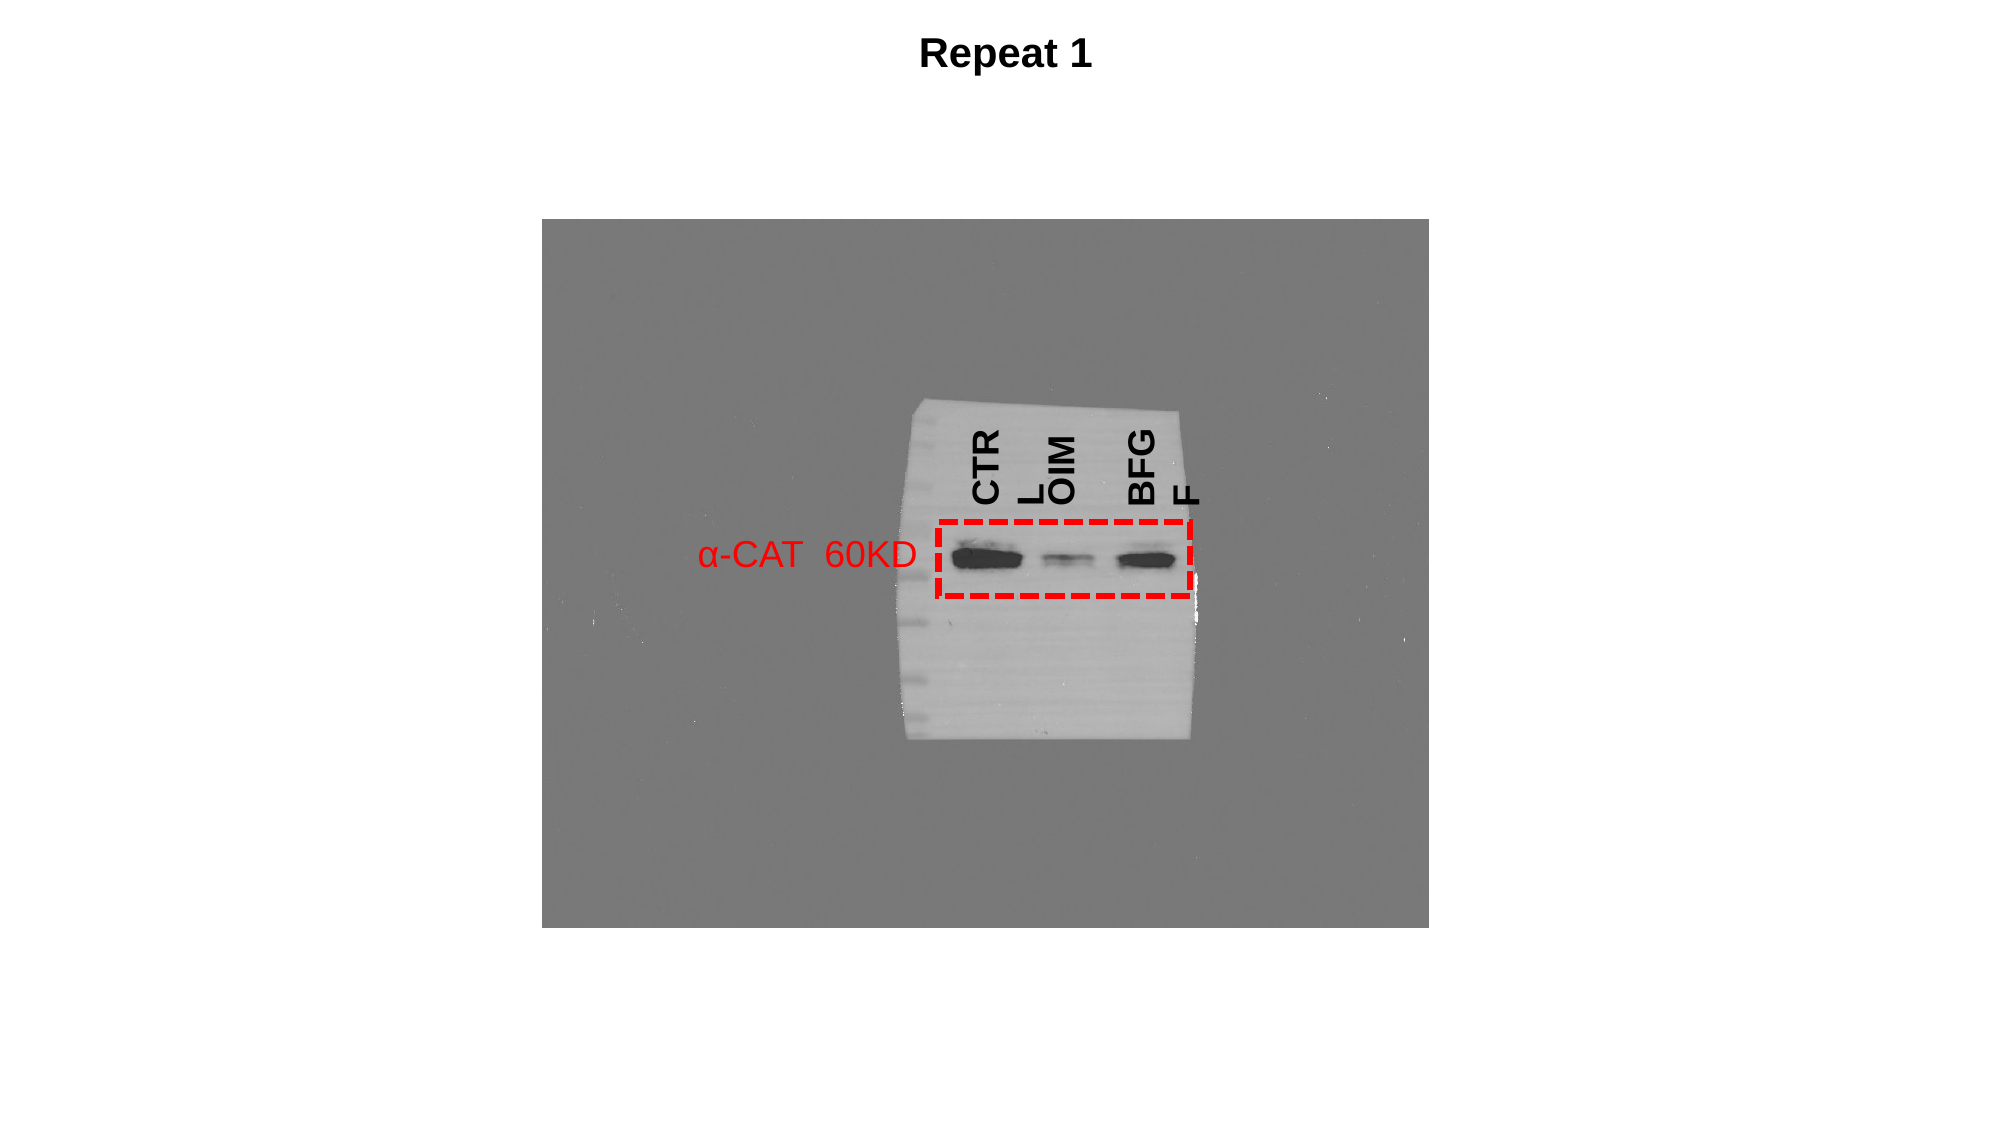

Repeat 1
OIM
CTRL
BFGF
α-CAT 60KD

## Slide 12
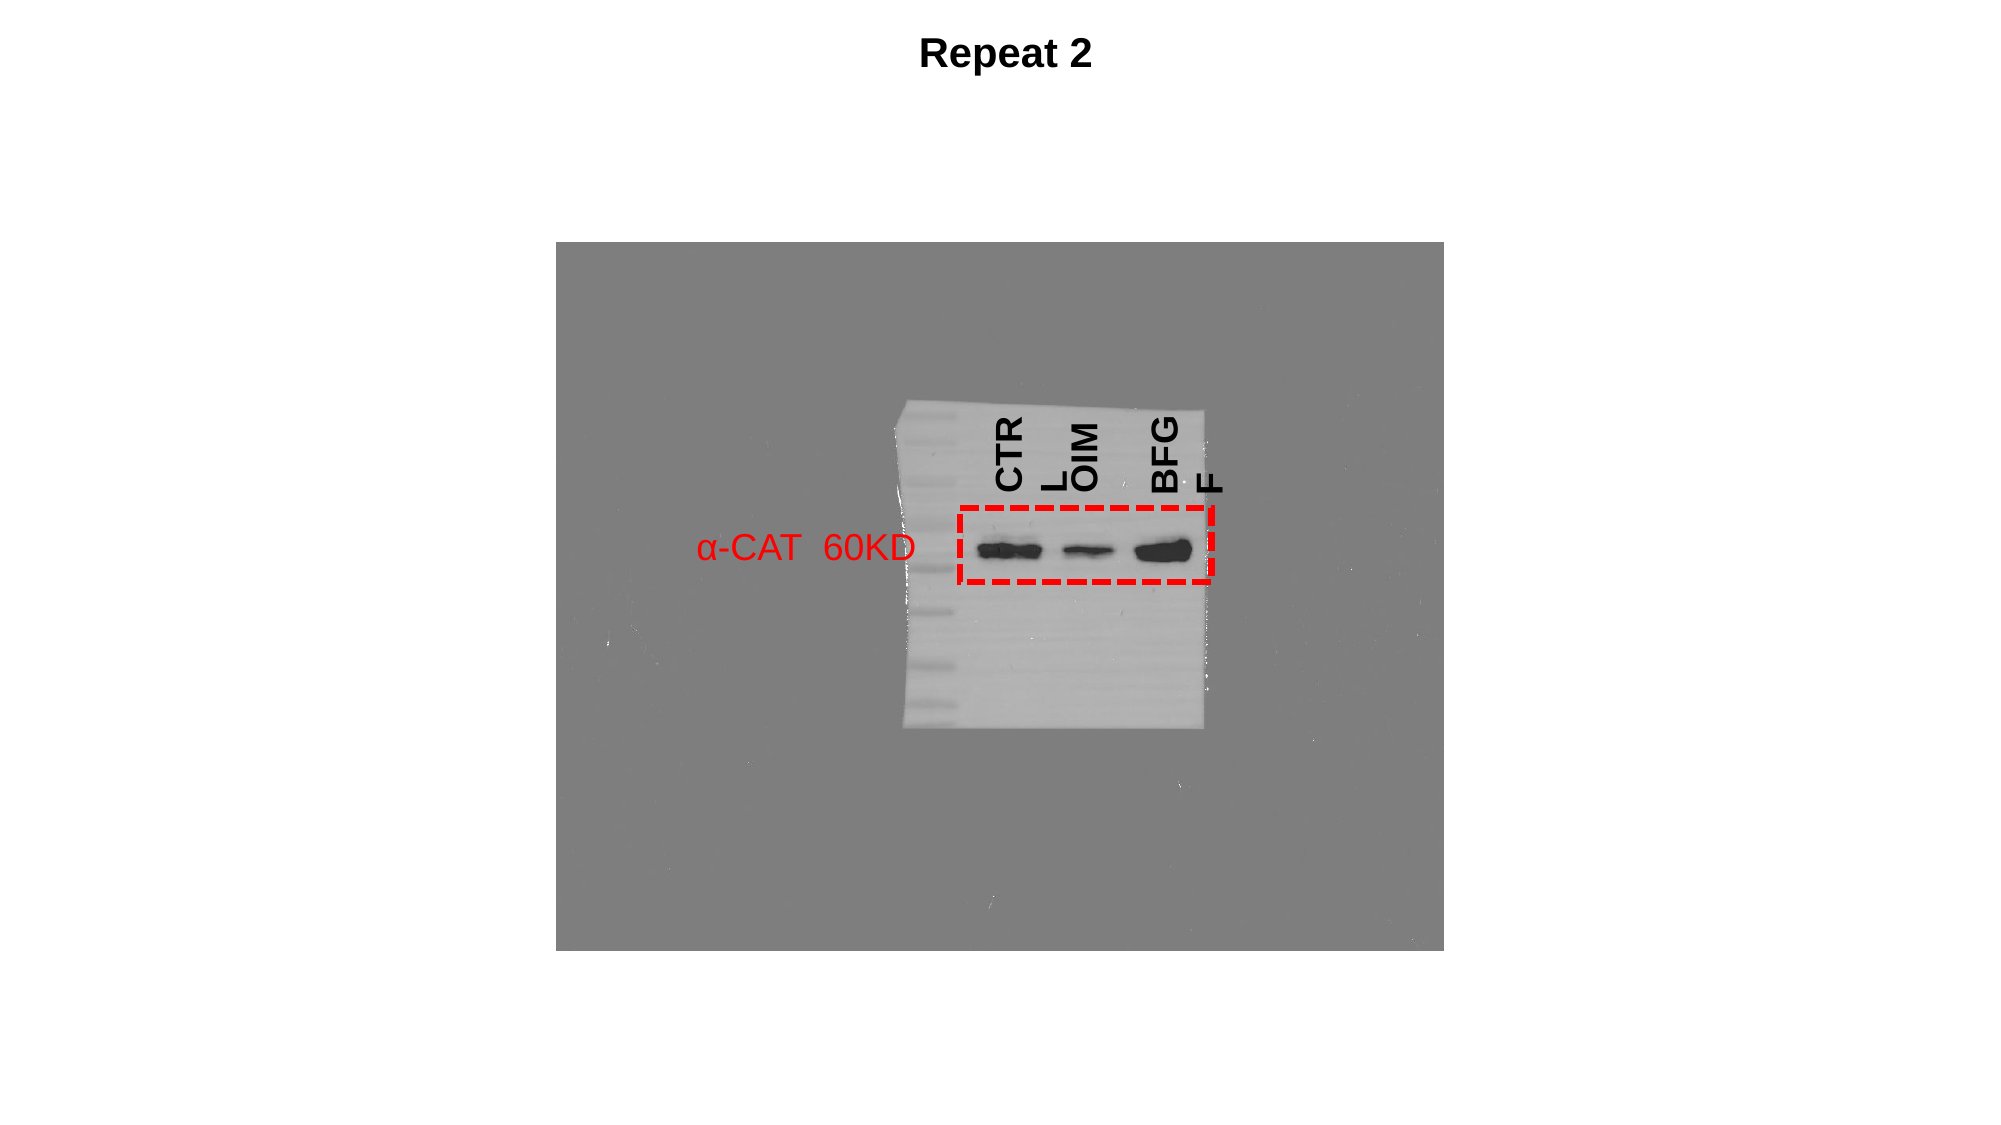

Repeat 2
OIM
CTRL
BFGF
α-CAT 60KD

## Slide 13
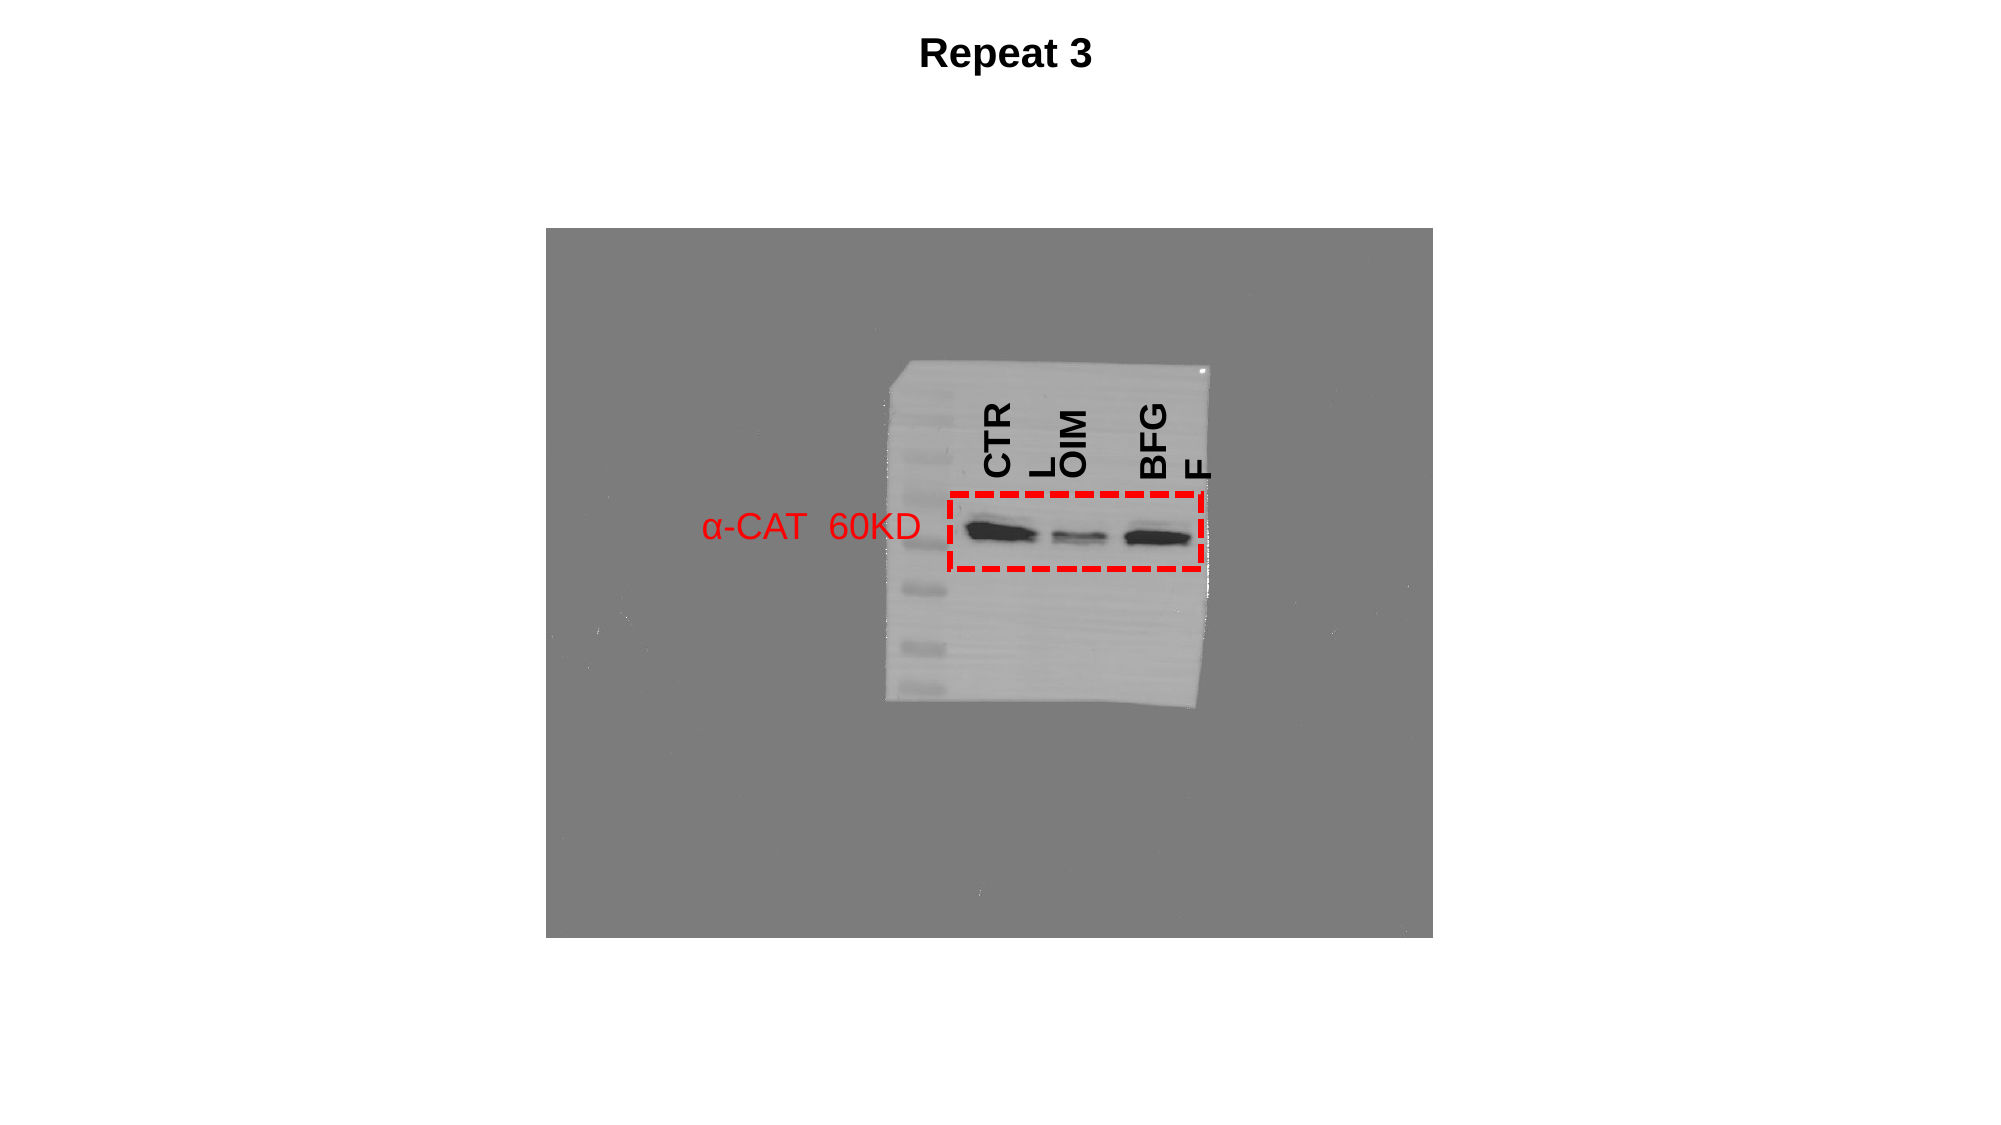

Repeat 3
OIM
CTRL
BFGF
α-CAT 60KD

## Slide 14
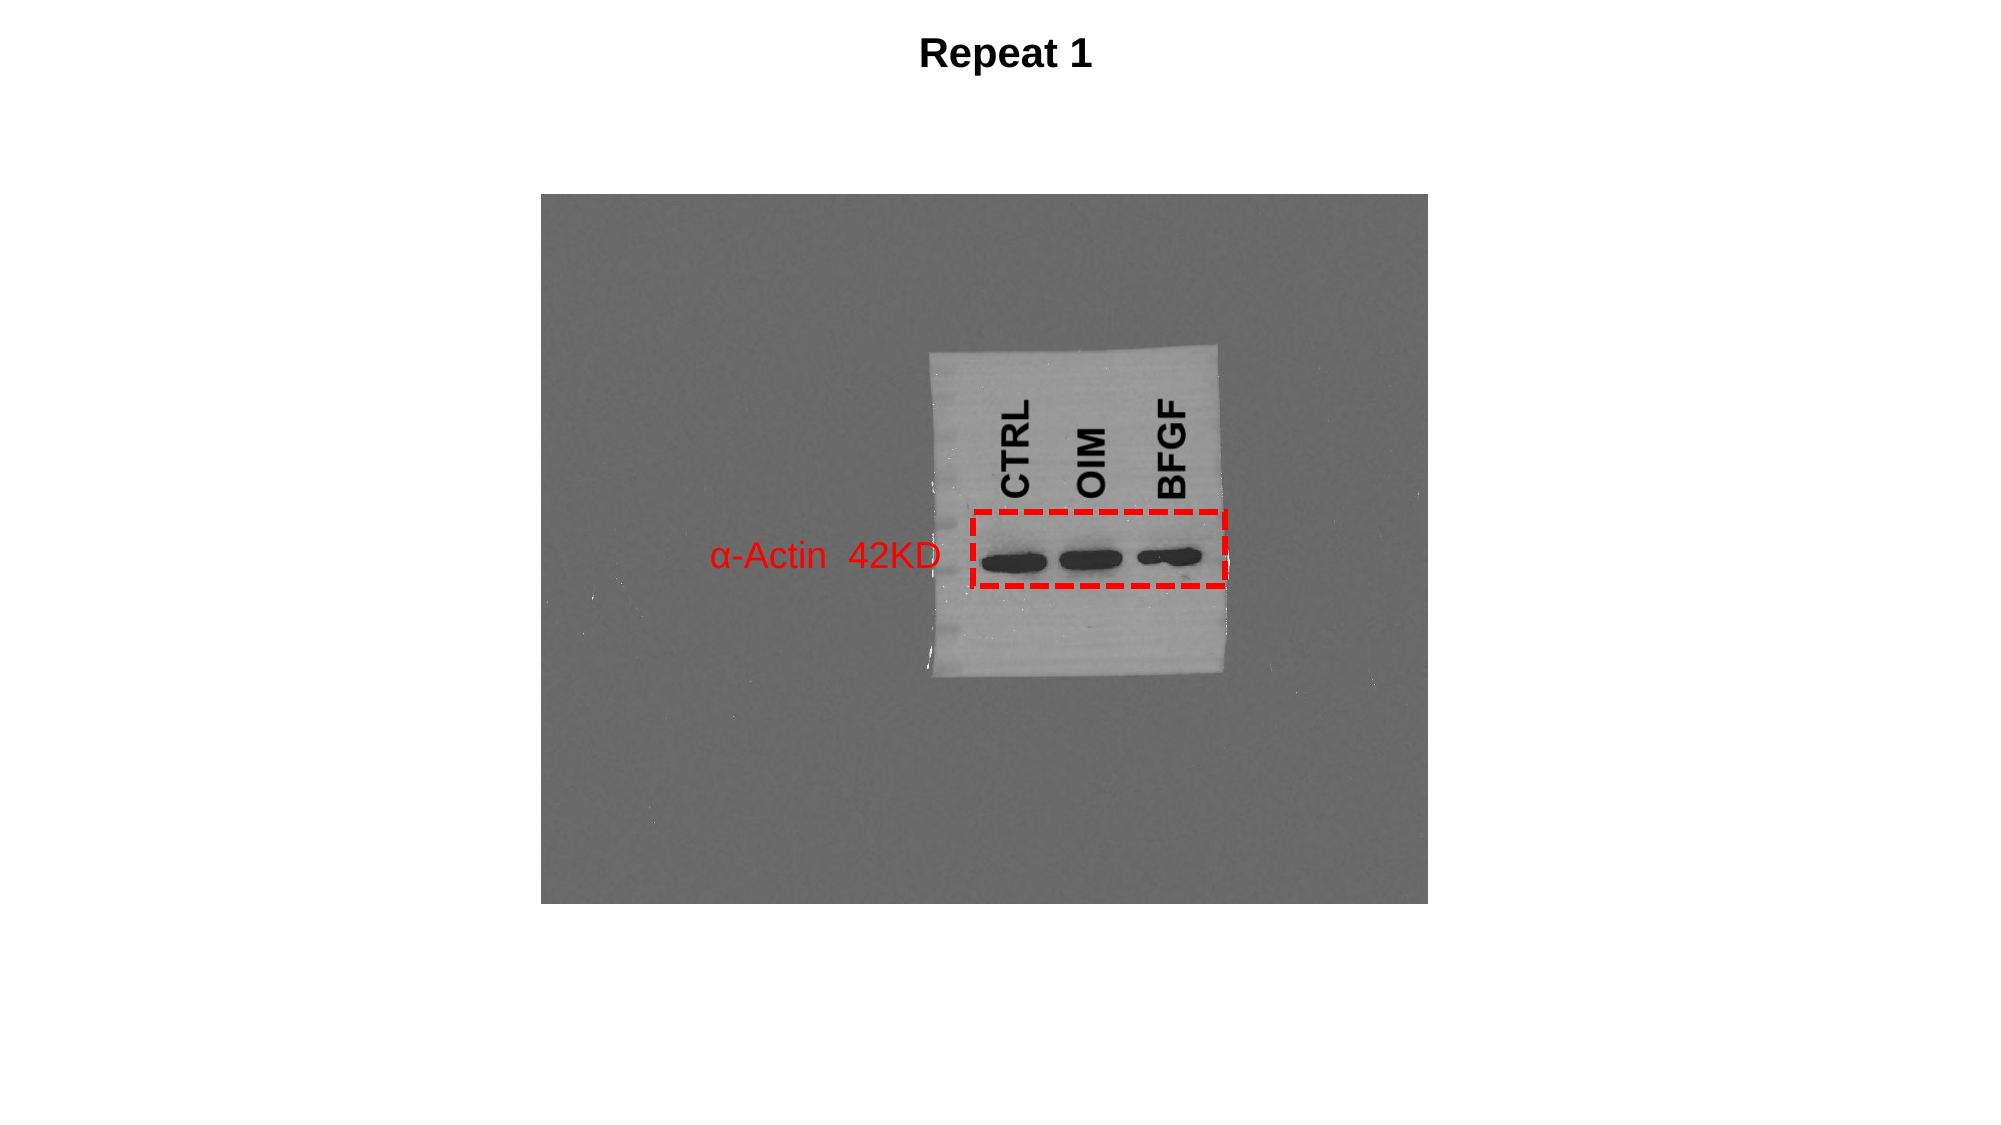

Repeat 1
α-Actin 42KD

## Slide 15
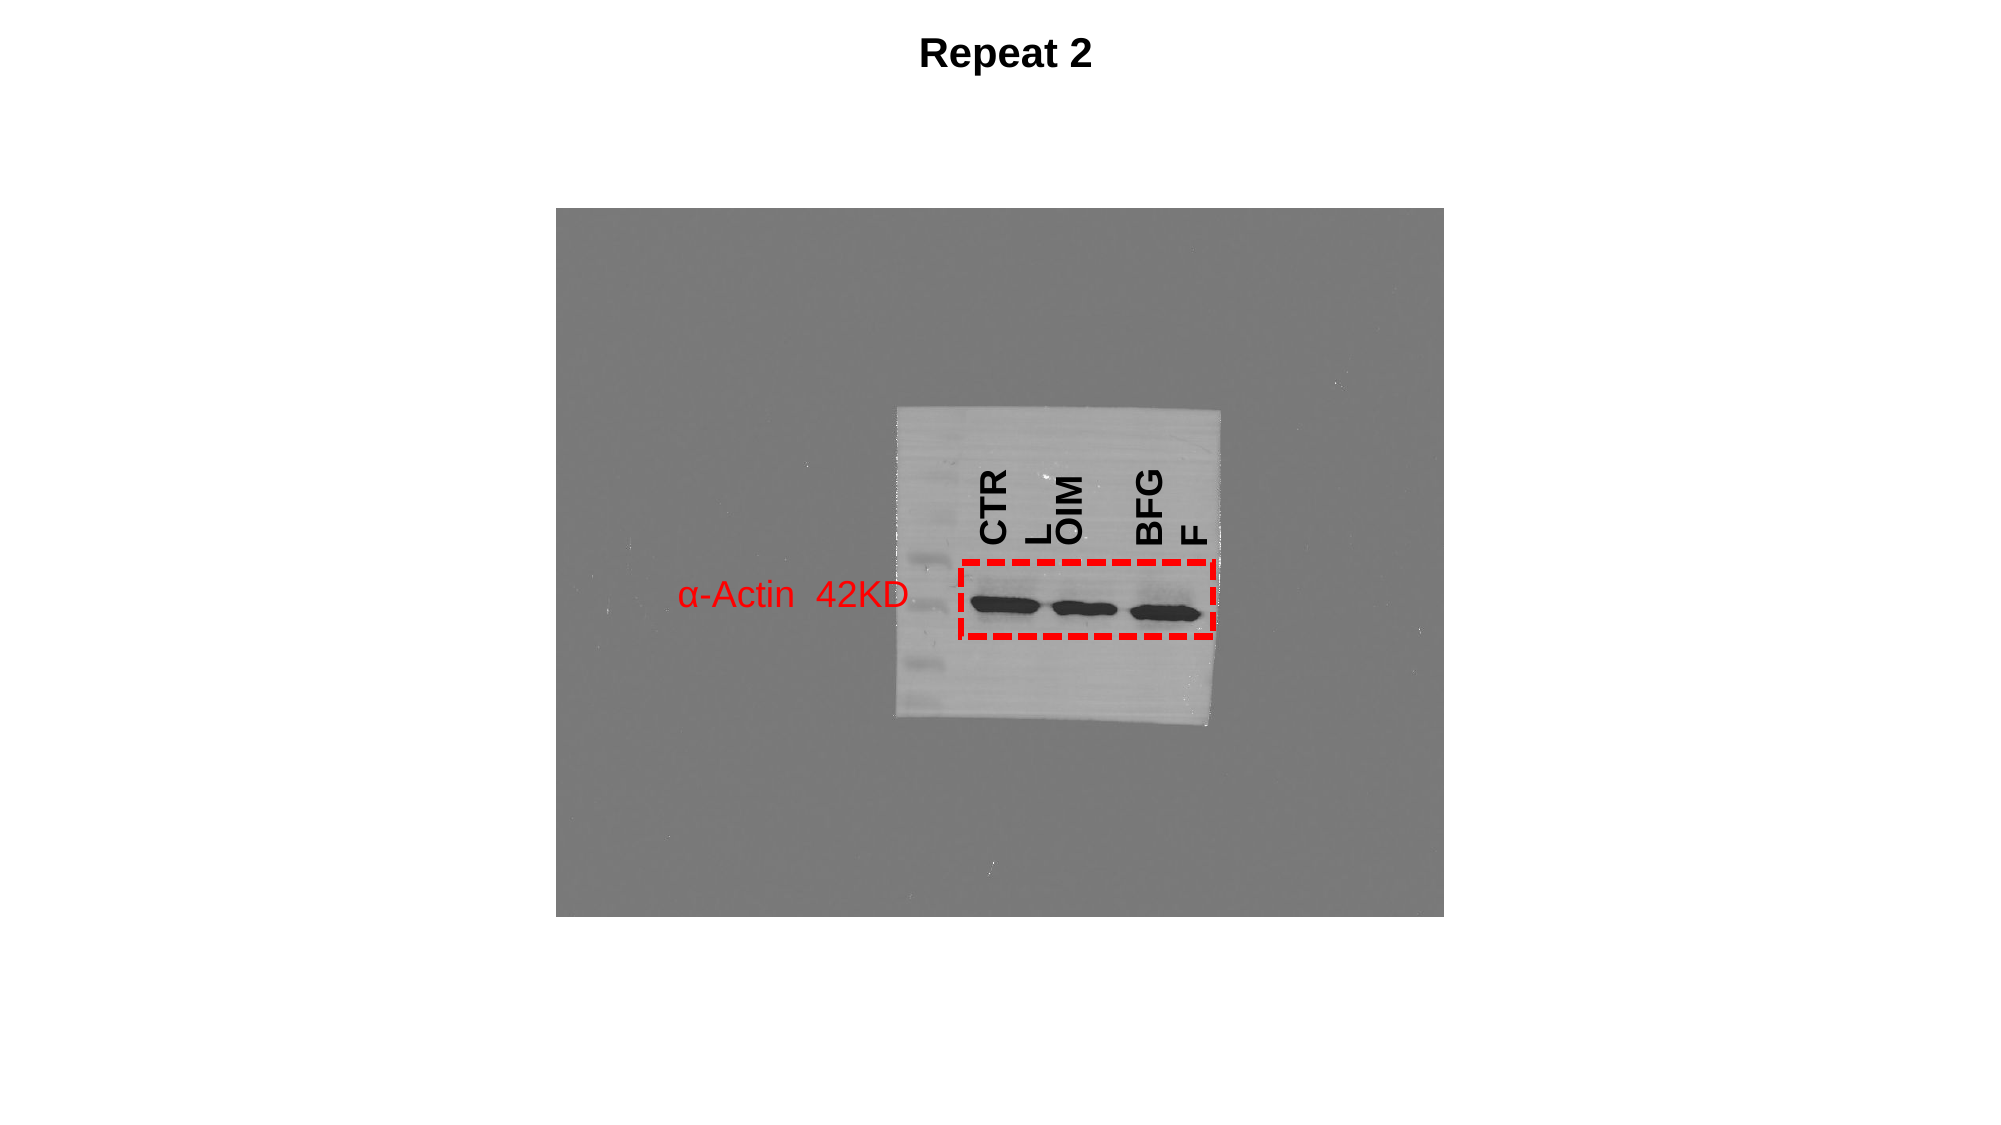

Repeat 2
OIM
CTRL
BFGF
α-Actin 42KD

## Slide 16
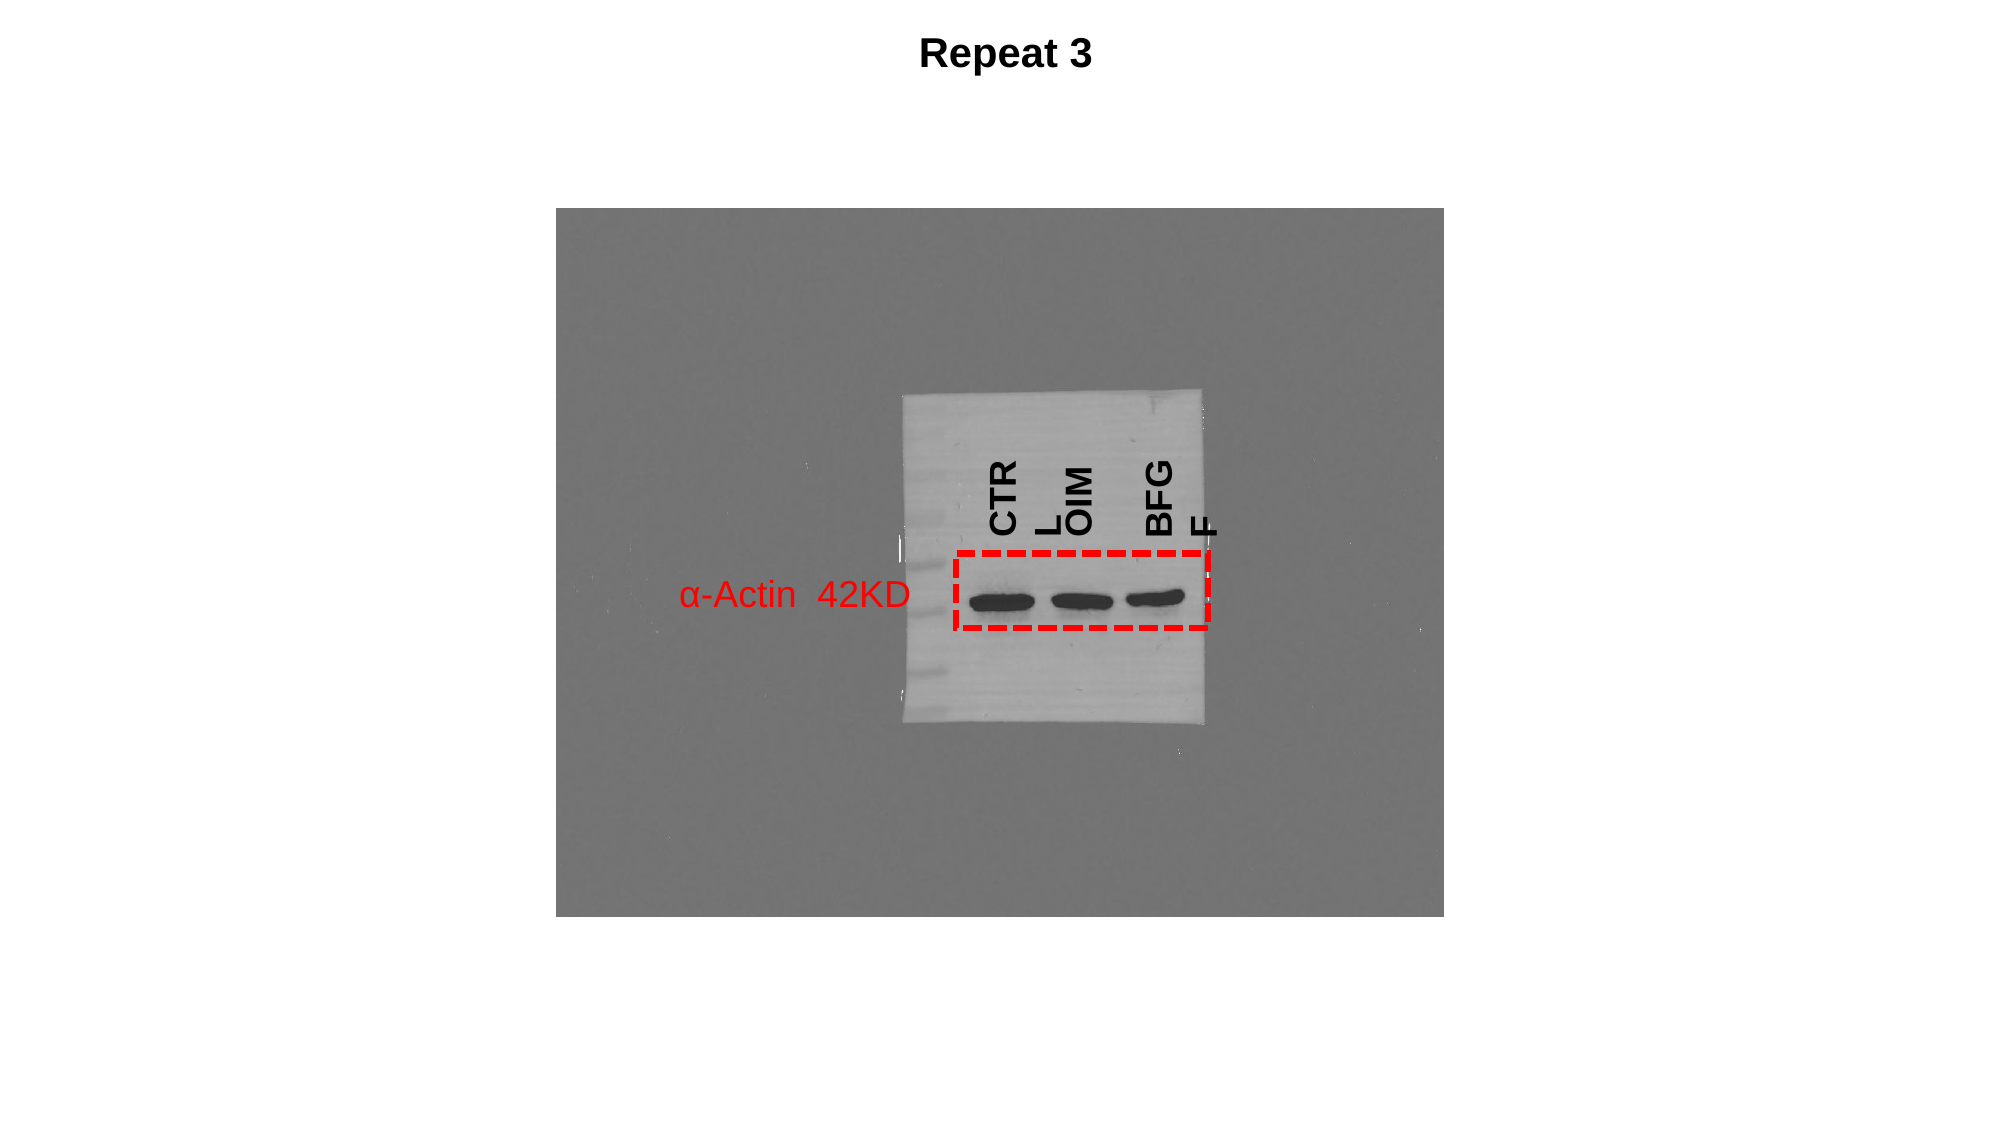

Repeat 3
OIM
CTRL
BFGF
α-Actin 42KD

How the deposited data were processed for this re-analysis (not part of the article)

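RNA from PVICs under 3 treatments (control, OIM, and OIM with 50 ng/mL bFGF) was sequenced in 3 libraries per group. The groups and replicate numbers were taken from the sample labels, which match the paper's description of 3 groups in triplicate. Neither names a library batch.

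The authors trimmed reads with Cutadapt, aligned them to susScr11 (Sscrofa11.1) with STAR and deposited counts that were not normalized. The deposited table has 3 parts: whole-number counts for 19535 genes, estimated counts for 9888 non-coding transcripts, with 44.6% of the values not whole numbers, and whole-number counts for 6179 circRNAs. The paper's text does not name the programs that made these counts. The table also has 19 further columns without a name or a value, which were not used. As a check of the genome build, both ends of 5249 of the 6179 circRNAs lay at exon boundaries of Sscrofa11.1, and 0% did after a shift by 7 bases. Some gene symbols had been altered to dates before deposition; they were kept as they stand and are not named.

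Gene counts were tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr, normalized by TMM and fitted with the quasi-likelihood model on 3 groups, which leaves 6 residual degrees of freedom. Adjusted p-values are Benjamini-Hochberg values over the 13662 genes tested, and a call needs an adjusted p of at most 0.05 and an absolute log2 fold change of at least 0.5. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. The common biological coefficient of variation was 0.0602, so counting error is a small part of the spread for all but low genes; a group with at most 3 counts in each library was treated as at the floor, and folds against it are lower bounds. Estimated counts of non-coding transcripts were rounded to whole numbers and tested with the library sizes of the genes. Gene lists were tested with camera and fry in limma 3.58.1. The principal components used log2 CPM with a prior count of 2. On simulated counts with 200 genes changed 2-fold in the OIM libraries only, the edgeR test recovered 196 (98%) with 2 false calls. Genes with low CPM were left out of the 200, so the 98% does not cover them or changes nearer the fold limit.

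The design, the gene lists, the alternatives and the rule for naming genes were fixed before the data were examined. The rule names each gene the paper names for these treatments and, in each direction, the 5 genes with the largest change among those called, with no overlap between groups and a mean of at least 10 counts in the higher group; for bFGF against control only counts are reported. The result of 1 gene that the rule selects is not reported here. A list of histone genes was written after their counts had been seen. The alternatives were DESeq2 1.42.0, median-of-ratios size factors, library totals alone, other filters on low counts, fits on only the 2 groups compared, a replicate block, unadjusted p-values, an unmoderated linear model, other fold limits and leaving out each library in turn. The unmoderated model used log2 of CPM plus 1, which shrinks the fold changes of genes near or under 1 CPM. Added after the data were seen were libraries thinned to equal depth, the 50 most abundant genes left out, an offset for GC content and length, and simulated groups that keep the bFGF effect.

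APA was not analysed here, because counts per gene do not resolve the ends of transcripts. The qPCR, western blot and staining experiments were not analysed here either. Primer sequences were matched to both strands of Sscrofa11.1.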

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

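The tests on depth, abundant genes, rounding and overlapping genes were added after the data had been examined but before their own outcomes were seen, and the test on GC content and gene length and the count of transcripts without a location were chosen after theirs had been seen.

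The paper does not report bFGF against control. In this comparison 5323 genes were called, 2584 higher and 2739 lower in bFGF (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), of which 4579 were called in all 9 fits that left out 1 library. With library totals alone the share called higher went from 48.5% to 68.1%. The bFGF libraries had the fewest counts, but 97.8% of the calls were kept with every library thinned to the smallest total. Without the 50 most abundant genes 99.1% of the calls were kept, and with an offset for GC content and length 95.1% were kept, so these tests argue against depth, a few abundant genes and GC or length bias as the whole cause. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many calls, the real one; the other 9 gave 0 calls, with 64 to 103 genes at an unadjusted p against 5409 in the real one. The lowest share that 10 splits allow is 0.1, a limit set by the number of libraries. The same count was 1 of 10 for OIM against control and 1 of 10 for bFGF against OIM, where the other splits gave 0 calls, with 110 to 150 and 56 to 121 genes at an unadjusted p against 549 and 5025 in the real ones. In every comparison the other splits mix both treatments in each group, so differences between treatments count as spread within groups. Their low numbers of calls therefore add nothing beyond the limit of 0.1. Together, the tests above leave an effect of the treatment as a hypothesis, found and tested on the same libraries.

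The paper does not report the non-coding transcripts. Of 2220 tested, 209 were called between bFGF and OIM, 72 higher and 137 lower in bFGF, against 1 between OIM and control (100 at an unadjusted p). With the estimated counts rounded down, 97.1% of the 209 were still called. Of those tested, 1731 could be placed on the genome: among these, 8.39% of the transcripts outside genes were called, against 8.06% of those that overlap a gene, which argues against reads shared with overlapping genes as the whole cause for the placed transcripts. The other 489 were not placed and hold 66 of the 209 calls (13.5% of them called), and for these the explanation was not tested. Of the 10 splits of these libraries, 1 gave as many calls, and the other 9 gave 0, with 68 to 97 transcripts at an unadjusted p against 447 in the real one. Those 9 splits also mix both treatments in each group, so their low numbers of calls add nothing beyond the limit that 10 splits set. For the placed transcripts the tests above leave an effect of bFGF as a hypothesis, found and tested on the same libraries.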

How the results depend on the processing

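The counts of called genes were recomputed under every alternative. For OIM against control, the number called higher was 134 with the unmoderated model and unadjusted p. With an unadjusted p in edgeR it was 320 higher and 229 lower, with DESeq2 and an unadjusted p 370 and 249, and without a fold limit 1051 and 802. For bFGF against OIM, library totals alone gave 3733 higher, and no fold limit gave 4620 higher and 4583 lower. For bFGF against control the same settings gave 3931 higher, and 4709 and 4881. The other alternatives stayed within 1.5 times the reported counts. Across the fits that each left out 1 library, the counts ranged from 177 to 210 higher and 101 to 146 lower for OIM against control, from 2327 to 2584 and 2421 to 2529 for bFGF against OIM, and from 2542 to 2716 and 2645 to 2734 for bFGF against control. A change of fold limit, or an unadjusted p in the same test, moves these counts by its own construction. So does library totals alone, which leaves out the TMM factors and moves the median of all genes up by 0.22 in both bFGF comparisons. The unmoderated model used log2 of CPM plus 1, which shrinks fold changes of low genes and can take them under the fold limit. How much of its lower number of calls for OIM against control this explains was not counted.

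The share of variance on PC1 was 98.6% on linear CPM, 75.7% over all genes tested, 83.7% with unit variance and 97.2% after the variance-stabilizing transformation. On PC2 it was 1.16% on linear CPM, 5.68% over all genes tested and 1.85% after that transformation. With single libraries left out, PC1 held 81.9% to 88.4%, PC2 held 3.24% to 5.16%, and the separation ratio ranged from 9.52 to 27.4, the highest without OIM replicate 2. The cause was not tested.

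With the correlation between genes estimated from the data, these sets, which stand beside statements of the paper, were no longer past the threshold: the 6 genes the paper names for OIM (median 0.15, adjusted p = 0.191 in OIM against control), the Fig. 2E genes (median -1.34, adjusted p = 0.191), glycolysis (-1.22, adjusted p = 0.191) and oxidative phosphorylation (0.23, adjusted p = 0.159) in bFGF against OIM. Nor were the proliferation, FGF feedback, myofibroblast, antioxidant and homologous recombination lists in bFGF against OIM (adjusted p from 0.257 to 0.323), or the Fig. 2E genes and the glycolysis, proliferation and myofibroblast lists in OIM against control (adjusted p from 0.123 to 0.520). Under fry the 5 genes the paper names for bFGF passed it (median 0.060, adjusted p = 0.0166; 0.0166 to 0.975 over the alternatives). Both tests use the same medians, so only the test differs.

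The correlation across genes of the OIM effect and the bFGF effect changed sign when single libraries were left out, with r from -0.190 to 0.0155, the lowest without OIM replicate 2. Over the genes called in OIM against control r was 0.0352, within the simulated sets that keep the bFGF effect, an alternative chosen after seeing the data.

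Some log2 fold changes near 0 changed sign. In OIM against control, MVP was 0.0068 with DESeq2 (with adjusted or unadjusted p), 0.0064 with median-of-ratios size factors, 0.0027 with library totals alone, 0.00020 without a filter, 0.00091 with only the 2 groups compared, 7.1e-05 with the replicate block and 0.0014 in the unmoderated model. SPP1 was 0.0025 with DESeq2, with adjusted or unadjusted p, and 0.0019 with median-of-ratios size factors. ABO and TNFSF11, with 0 counts in both groups, had fitted values of 0.00064 and 0.010 with the replicate block. RUNX2 in bFGF against OIM was 0.10 with library totals alone, up from -0.12 by the shift that leaving out the TMM factors gives. With single libraries left out, OIM against control ranged from -0.031 to 0.036 for MVP, -0.027 to 0.065 for TOMM40, -0.036 to 0.042 for SPP1, -0.11 to 0.15 for ITGA2, -1.02 to 0.15 for TFPI and -0.13 to 0.45 for LYVE1. The medians of gene lists ranged from -0.010 to 0.099 for the 5 genes named for bFGF, -0.054 to 0.00046 for oxidative phosphorylation, -0.040 to 0.061 for inflammatory genes and -0.056 to 0.16 for endothelial genes. Apart from RUNX2, the cause was not tested. Among the values for named genes, 876 of 942 under other settings kept their direction and side of the threshold, 23 were weaker and 29 stronger, as did 701 of 756 with single libraries left out, where 41 were weaker and 2 stronger.

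The replicate numbers do not pair the libraries: deviations from the group means correlated with r from -0.043 to 0.015 between libraries of the same number, and from -0.057 to 0.060 between other libraries. With the replicate block, 309 genes were called in OIM against control, 4917 in bFGF against OIM and 5285 in bFGF against control. No mitochondrially encoded gene of the list is among the genes used here, so the alternative without mitochondrially encoded genes gave no value. Depth limits the genes near the floor, such as IBSP, which had too few counts to be tested.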

Differences from the paper's values

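For OIM against control, 203 genes were called higher against the paper's 101. Of the alternatives set before the data were examined, the unmoderated model with unadjusted p (134) and a fold limit of 1.5 (148) came within 1.5 times the paper's value, and the others did not. The unmoderated model shrinks fold changes of low genes, so its 134 does not rest on the same fold scale.

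For OIM against bFGF, 2519 genes were called higher in OIM against the paper's 253, and 2420 lower against the paper's 303. None of the alternatives set before the data were examined closed these gaps: they gave 1694 to 4583 and 2083 to 4620.

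PC2 held 3.64% of the variance, against about 6.5% in Fig. 2A, read by eye. Of the alternatives set before the data were examined, all genes tested (5.68%) and leaving out bFGF replicate 1 (5.16%), bFGF replicate 2 (5.14%) or bFGF replicate 3 (5.14%) came within 1.5 times that value, and the others did not.

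The paper states that SIPA1L1, SUN2, MVP, TOMM40, LPP and ATF4 were upregulated by OIM, and none of the 6 was called here, with log2 fold changes from -0.00022 for MVP to 0.29 for SIPA1L1. Without a fold limit SIPA1L1, SUN2 and LPP were called. The paper states that SPP1, APP, S100A2 and ZEB2 were upregulated by bFGF. SPP1 and APP were called lower in bFGF than in OIM, with log2 fold changes of -1.86 and -0.56. By western blot the paper also reports less osteopontin protein in bFGF-treated cells, the same direction as the SPP1 transcripts here. S100A2 was higher by 0.37 and called only with library totals alone (0.59) or without a fold limit, and ZEB2 differed by 0.060 and was called under none of the alternatives.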

Other observations

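The tests on OIM replicate 2 and the simulated groups that keep the bFGF effect were chosen after the results were seen, and the histone genes were listed after their counts had been seen.

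The paper measured BGLAP, RUNX2 and IBSP by qPCR and reports BGLAP and RUNX2 reduced by bFGF (Fig. 3C-E). In the sequenced libraries BGLAP had 15 to 74 counts and was higher in bFGF than in OIM, with a log2 fold change of 1.06 (adjusted p = 0.0232 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.00733 to 0.108 over the alternatives). It was called in 5 of the 9 fits that left out 1 library, and not without OIM replicate 1, OIM replicate 3, bFGF replicate 1 or bFGF replicate 2 (0.94, 0.93, 0.93 and 0.88). Nor was it called in the unmoderated model with unadjusted p (0.47), whose scale of log2 of CPM plus 1 shrinks fold changes of low genes. RUNX2 had a log2 fold change of -0.12 in bFGF against OIM (adjusted p = 0.0400 from the same edgeR test), under the fold limit and 0.10 with library totals alone, and 0.25 in OIM against control. Its adjusted p in bFGF against OIM stayed under 0.05 without bFGF replicate 1 (0.0239) or single control libraries (0.0327 to 0.0489). It was over 0.05 with each of the other OIM or bFGF libraries left out (0.0612 to 0.149). IBSP had 0 to 4 counts per library and was not tested. CAT had a log2 fold change of 0.17 in bFGF against OIM (adjusted p = 0.00358 from edgeR's test) and -0.14 in OIM against control (adjusted p = 0.0517 from edgeR's test), both under the fold limit. With library totals alone the change of CAT in bFGF against OIM was 0.39, also under that limit. The paper reports more osteopontin protein under OIM (Fig. 1C), and transcripts of SPP1 differed by -0.0047 between OIM and control. It also reports, by western blot, less osteopontin and RUNX2 protein in bFGF-treated cells.

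If bFGF moved OIM-changed genes back towards control, their effects would correlate negatively beyond what the shared OIM libraries give. Across the 13662 genes r was 0.0114, above the -0.530 to -0.452 of 50 simulated sets of unchanged groups. It was also above the -0.128 to -0.0677 of 20 simulated sets that keep the bFGF effect. Over the 321 genes called in OIM against control, r was 0.0352, within the -0.157 to 0.0499 of such sets. Genes are not independent replicates. Without OIM replicate 2, r over all genes was -0.190, and it was not set against simulated sets that keep the bFGF effect. No overall reversal of the OIM effect was detected with all libraries.

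OIM replicate 2 lay between the other OIM libraries and the bFGF libraries. Its deviation from the other OIM libraries correlated with the bFGF effect across genes at r = 0.301, and at r = 0.299 after each library's trend on GC content and length was removed, which argues against that bias as the whole cause. If bFGF-treated cells or RNA had been mixed in, all genes would move by the same share. The 548 genes lower in bFGF than in control moved 14.8% of the way (95% bootstrap interval 12.9 to 16.9), the 40 genes over 8 times higher in bFGF moved 3.38% (2.27 to 4.86), and the 5 genes nearly absent from control moved -0.434% (-3.61 to 0.704), which argues against such a mixture as the whole cause. A difference in the state of that culture stays open and was not tested.

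The paper names poly-A selection and the labels a total RNA kit. Under poly-A selection, histone transcripts without a poly-A tail were predicted to take under 0.1% of counts. The median of the control libraries was 0.0496%, but the bFGF libraries reached 0.167% to 0.173%, and the other transcripts named in that prediction were not analysed here. The kits cannot be told apart from these values, because the histone share also differs between treatments.

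Other gene lists written before the data were examined were tested with camera in bFGF against OIM. The median log2 fold change was -1.39 for 26 hypoxia genes, of which 3 are also in Fig. 2E (adjusted p = 4.01e-12, 23 called lower, 23 adjusted over the list alone), 1.77 for 25 proliferation genes (adjusted p = 6.61e-11, 25 called higher, 25 adjusted over the list alone), -1.81 for 16 myofibroblast genes (adjusted p = 3.47e-07, 15 called lower and 1 higher, 16 adjusted over the list alone), 1.55 for 16 FGF feedback genes (adjusted p = 1.47e-05, 13 called higher and 1 lower, 14 adjusted over the list alone), 1.03 for 18 homologous recombination genes (adjusted p = 9.39e-05, 13 called higher, 13 adjusted over the list alone) and 0.27 for 17 antioxidant genes (adjusted p = 0.0365, 5 called higher and 2 lower, 7 adjusted over the list alone). Osteogenic genes (-0.23, adjusted p = 0.165), inflammatory genes (0.023, adjusted p = 0.517) and endothelial genes (0.81, adjusted p = 0.0541) did not pass the threshold in camera. They did under fry (adjusted p = 1.36e-05, 0.00102 and 4.04e-07), with 10, 10 and 7 genes called when adjusted over each list alone. With single libraries left out, the osteogenic median ranged from -0.51 to -0.18 and the inflammatory median from 0.0033 to 0.070. Under other settings they ranged from -0.23 to -0.0060 and from 0.018 to 0.24. The endothelial list passed in camera in 4 of the 9 fits that left out 1 library. With the correlation estimated from the data, the hypoxia result held (adjusted p = 0.0180; 2.13e-16 to 0.0180 over the alternatives) and the others did not. In OIM against control the hypoxia and antioxidant medians of -0.17 and -0.17 held in the same way (adjusted p = 0.0383 for both).

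CircRNA counts, scaled as CPM by the gene counts of each library, were 132 ± 2.16 in bFGF, 144 ± 3.92 in OIM and 148 ± 6.43 in control (SD, n = 3). The difference between bFGF and each other group had a two-sided exact permutation p of 0.1, the smallest that 3 libraries against 3 allow.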
